# Slx5/Slx8‐dependent ubiquitin hotspots on chromatin contribute to stress tolerance

**DOI:** 10.15252/embj.2018100368

**Published:** 2019-04-23

**Authors:** Markus Höpfler, Maximilian J Kern, Tobias Straub, Roman Prytuliak, Bianca H Habermann, Boris Pfander, Stefan Jentsch

**Keywords:** Cdc48/p97, chromatin remodeling, STUbL, SUMO, ubiquitin, Chromatin, Epigenetics, Genomics & Functional Genomics, Post-translational Modifications, Proteolysis & Proteomics

## Abstract

Chromatin is a highly regulated environment, and protein association with chromatin is often controlled by post‐translational modifications and the corresponding enzymatic machinery. Specifically, SUMO‐targeted ubiquitin ligases (STUbLs) have emerged as key players in nuclear quality control, genome maintenance, and transcription. However, how STUbLs select specific substrates among myriads of SUMOylated proteins on chromatin remains unclear. Here, we reveal a remarkable co‐localization of the budding yeast STUbL Slx5/Slx8 and ubiquitin at seven genomic loci that we term “ubiquitin hotspots”. Ubiquitylation at these sites depends on Slx5/Slx8 and protein turnover on the Cdc48 segregase. We identify the transcription factor‐like Ymr111c/Euc1 to associate with these sites and to be a critical determinant of ubiquitylation. Euc1 specifically targets Slx5/Slx8 to ubiquitin hotspots via bipartite binding of Slx5 that involves the Slx5 SUMO‐interacting motifs and an additional, novel substrate recognition domain. Interestingly, the Euc1‐ubiquitin hotspot pathway acts redundantly with chromatin modifiers of the H2A.Z and Rpd3L pathways in specific stress responses. Thus, our data suggest that STUbL‐dependent ubiquitin hotspots shape chromatin during stress adaptation.

## Introduction

SUMO‐targeted ubiquitin ligases (STUbLs) modify SUMOylated proteins with ubiquitin and thereby transfer substrates from the SUMO (small ubiquitin‐like modifier) to the ubiquitin pathway (Sriramachandran & Dohmen, 2014). To achieve this, STUbLs combine binding to SUMOylated proteins via SUMO‐interacting motifs (SIMs) with ubiquitin ligase activity (Prudden *et al*, 2007; Sun *et al*, 2007; Uzunova *et al*, 2007; Xie *et al*, 2007). Apart from this defining feature, the STUbL enzyme family is highly heterogeneous, as is the regulation of each member, even though functional aspects appear to be conserved (Sriramachandran & Dohmen, 2014). Of note, thousands of proteins are SUMOylated in cells (Hendriks & Vertegaal, 2016), but only a handful of them were shown to be targeted by STUbLs. This raises the question of which features make a protein a STUbL substrate.

A hallmark of several STUbL substrates is modification with SUMO chains (polySUMOylation) (Uzunova *et al*, 2007; Tatham *et al*, 2008), but it has also been suggested for the human STUbLs RNF4 and Arkadia/RNF111, as well as for *Drosophila* Degringolade/Dgrn that they might use additional SUMO‐independent interactions for substrate recognition (Abed *et al*, 2011; Groocock *et al*, 2014; Kuo *et al*, 2014; Sun *et al*, 2014; Thomas *et al*, 2016). However, in case of the prototypical STUbL, budding yeast Slx5/Slx8, no substrate recognition elements have been characterized other than its SUMO‐interacting motifs.

STUbLs orchestrate many nuclear functions such as, but not limited to, DNA repair, quality control, and transcriptional regulation (Sriramachandran & Dohmen, 2014). Accordingly, most STUbL substrates are nuclear proteins. Human RNF4, for example, targets the PML (promyelocytic leukemia) protein, which is polySUMOylated in nuclear PML bodies upon arsenic exposure (Tatham *et al*, 2008). Other RNF4 substrates include transcription factors and proteins involved in different DNA repair pathways (for reviews, see Sriramachandran & Dohmen, 2014; Nie & Boddy, 2016). Budding yeast Slx5/Slx8 was initially identified for its role in genome stability as well, which manifests in a synthetic lethal phenotype with the DNA helicase Sgs1 (Mullen *et al*, 2001). Slx5/Slx8 is involved in the repositioning of DNA lesions to nuclear pore complexes (Nagai *et al*, 2008; Su *et al*, 2015; Churikov *et al*, 2016; Horigome *et al*, 2016). In line with an additional major function in chromatin maintenance, several DNA‐associated proteins have been described as Slx5/Slx8 substrates (Ohkuni *et al*, 2016; Schweiggert *et al*, 2016; Thu *et al*, 2016; Liang *et al*, 2017), including transcription factors (TFs) such as Mot1 (mutant variant) and Matα2 (Wang & Prelich, 2009; Xie *et al*, 2010). Interestingly, in the latter case, Matα2 SUMOylation is dispensable for Slx5/Slx8 targeting, but the SIMs of Slx5 and Matα2 DNA binding are required (Xie *et al*, 2010; Hickey *et al*, 2018). Matα2 ubiquitylation subsequently facilitates the recruitment of the Cdc48 complex (p97/VCP in mammalian cells) (Wilcox & Laney, 2009), a segregase that can extract ubiquitylated proteins from their local environment, such as chromatin (Rape *et al*, 2001; Ramadan *et al*, 2007; Maric *et al*, 2014; Franz *et al*, 2016).

It emerges that both sequence‐specific DNA‐binding proteins and other chromatin‐associated proteins are STUbL substrates. However, it is still unknown whether STUbLs fulfill a general role in regulating protein turnover at chromatin and to what extent other components of the ubiquitin–proteasome system (UPS), such as Cdc48, are involved. To address these questions, we obtained genome‐wide binding profiles of Slx8 and ubiquitylated proteins. Notably, Slx8 localized to surprisingly few genomic sites, and the ubiquitin signal at seven of these sites was Slx5/Slx8‐dependent and strongly enriched in *cdc48* mutant strains. These data indicate that these “ubiquitin hotspots” are sites of STUbL‐ and Cdc48‐dependent protein turnover on chromatin. Ubiquitin hotspots are bound by the poorly characterized transcription factor‐like protein Ymr111c/Euc1, which is modified with SUMO and is a STUbL substrate. Notably, however, deletion of *EUC1* does apparently not lead to an abrogation of transcription in the vicinity of ubiquitin hotspots, but rather results in strong genetic interactions with H2A.Z and Rpd3 pathways, which regulate expression of many genes. Euc1 and ubiquitin hotspots are part of an Rpd3S‐dependent pathway that is required to cope with cellular stress induced by suboptimal temperature. Moreover, the analysis of the Slx5/Slx8‐recruitment mechanism led to the identification of a SUMO‐independent substrate‐binding domain within Slx5, suggesting a new mode of substrate recognition by Slx5/Slx8.

## Results

### Slx5/Slx8 and Cdc48 control seven ubiquitin hotspots across the yeast genome

To investigate Slx5/Slx8‐catalyzed ubiquitylation of chromatin‐associated proteins, we developed chromatin immunoprecipitation (ChIP) protocols for ubiquitylated proteins (Appendix Fig S1A) and Slx5/Slx8 in *Saccharomyces cerevisiae*. We used the FK2 ubiquitin antibody with broad specificity toward mono‐ubiquitylated proteins and K29‐, K48‐, and K63‐linked chain types combined with genome‐wide tiling arrays (ChIP‐chip, Fig 1A). We detected ubiquitin signals at open reading frames (ORFs). These signals appear to represent histone H2B mono‐ubiquitylation that has been described to be particularly abundant on highly transcribed genes (Braun & Madhani, 2012), as they were either lost in cells that harbor a mutation of the main H2B ubiquitylation site (*h2b‐K123R*) or in cells that lack Rad6, the E2 enzyme for H2B ubiquitylation (Jentsch *et al*, 1987; Robzyk *et al*, 2000) (Fig 1A and Appendix Fig S1B, Dataset EV1). However, some ubiquitin signals were H2B ubiquitylation‐independent and notably enhanced in *cdc48* mutants (*cdc48‐6*, Fig 1A, Dataset EV1).

**Figure 1:**
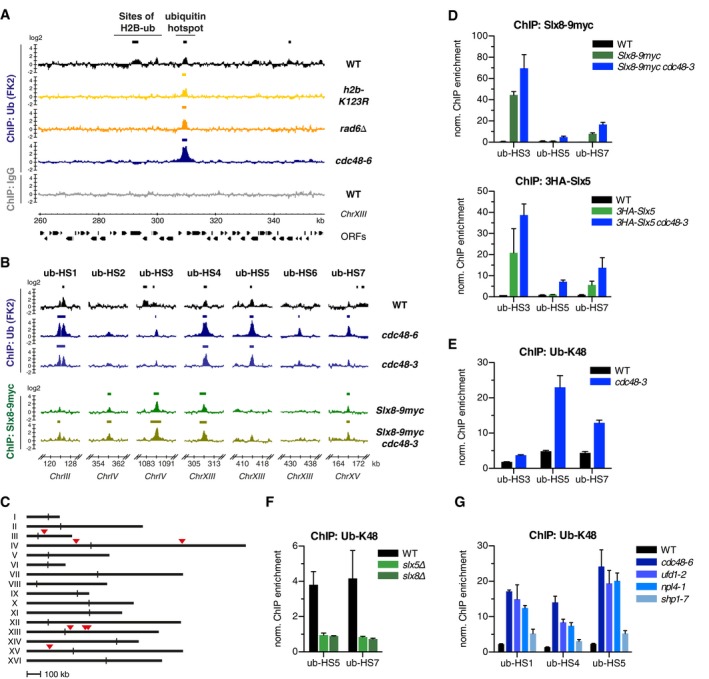
The SUMO‐targeted ubiquitin ligase Slx5/Slx8 is required for the formation of seven ubiquitin hotspots across the yeast genome Genome‐wide ubiquitin binding profiles identify numerous regions of histone H2B ubiquitylation in WT cells and distinct sites of non‐H2B ubiquitylation (“ubiquitin hotspot”, ub‐hotspot, ub‐HS) which persist in *h2b‐K123R* and *rad6∆* strains, and increase in *cdc48* mutants (*cdc48‐6*). A 90 kb stretch of chromosome XIII (*ChrXIII*) is depicted. Chromatin immunoprecipitation was performed using the FK2 ubiquitin antibody (see also Appendix Fig S1A), and enriched DNA was analyzed on NimbleGen arrays (Chip‐chip). DNA from non‐specific IgG ChIP experiments served as background control. Significantly enriched regions are marked by bars above the respective ChIP‐chip tracks and are summarized in Dataset EV1. Data represent means from two independent replicates, except for ubiquitin (FK2) in *rad6∆* and IgG‐ChIP in WT (*n* = 1). All experiments, including those using *cdc48‐6* and other temperature‐sensitive (ts) alleles, were performed at 30°C (semi‐permissive temperature for ts‐alleles) unless stated otherwise.Seven ub‐HSs show strong correlation between ubiquitin binding and Slx8 enrichment (Slx8‐9myc ChIP). 16‐kb windows of the indicated regions centered around the ub‐HSs are depicted for ubiquitin and Slx8 binding profiles. Ubiquitin (FK2) data for WT and *cdc48‐6* are from the same experiment as depicted in (A). Data represent means from two independent replicates.Schematic representation of the 16 yeast chromosomes (I‐XVI) with positions of the ub‐HSs marked by red triangles. Vertical bars indicate positions of centromeres.Slx8 and Slx5 are recruited to ub‐HSs. DNA from Slx8‐9myc (top) or 3HA‐Slx5 (bottom) ChIP experiments of the indicated strains was analyzed by quantitative real‐time PCR (ChIP‐qPCR) at selected ub‐HSs. Data represent mean ± standard deviation (SD, *n* = 2). Consistent with a previous study, we did not observe any Slx8 enrichment at centromeres (van de Pasch *et al*, 2013); however, we note that we could not confirm the reported centromere binding of Slx5 (see also Appendix Fig S2E).K48‐linked ubiquitin chains accumulate in a *cdc48* mutant (*cdc48‐3*). Ub‐K48 ChIP followed by qPCR for the same loci as in (D) is depicted. See also Fig EV1C and D. Data represent means ± SD (*n* = 2).Slx5 and Slx8 are required for ub‐HS formation. Ub‐K48 ChIP‐qPCR in strains lacking one subunit of the Slx5/Slx8 complex (*slx5∆*,* slx8∆*). Data represent means ± SD (*n* = 3).Ufd1 and Npl4 act in concert with Cdc48 to remove ubiquitylated proteins from ub‐HS sites. Ub‐K48 ChIP for the indicated strains grown at the semi‐permissive temperature of 30°C. Data represent means ± SD (*n* = 2).Data information: All ChIP‐qPCR data represent means ± SD from 2 to 5 independent experiments as indicated, with quantification in triplicates. Data were normalized to an unrelated control region on *ChrII* (see Materials and Methods).

In similar experiments, Slx8 bound specifically to only few sites in the genome (*Slx8‐9myc*, Fig 1B, Dataset EV2). Comparison of our genome‐wide profiles of regions enriched for both ubiquitin‐ and Slx8‐binding revealed a striking correlation for seven sites, which we term “ubiquitin hotspots” (ub‐hotspots, ub‐HS in figures, Figs 1B and C, and EV1A and B, Datasets EV1, EV2 and EV3). Besides these seven “ubiquitin hotspots”, we detected only two sites of major ubiquitin accumulation in *cdc48* mutants without Slx8 enrichment (ub‐only‐sites), and two distinct sites of major Slx8 enrichment without ubiquitin accumulation (Datasets EV1 and EV2, see also Appendix Fig S2E).

**Figure EV1:**
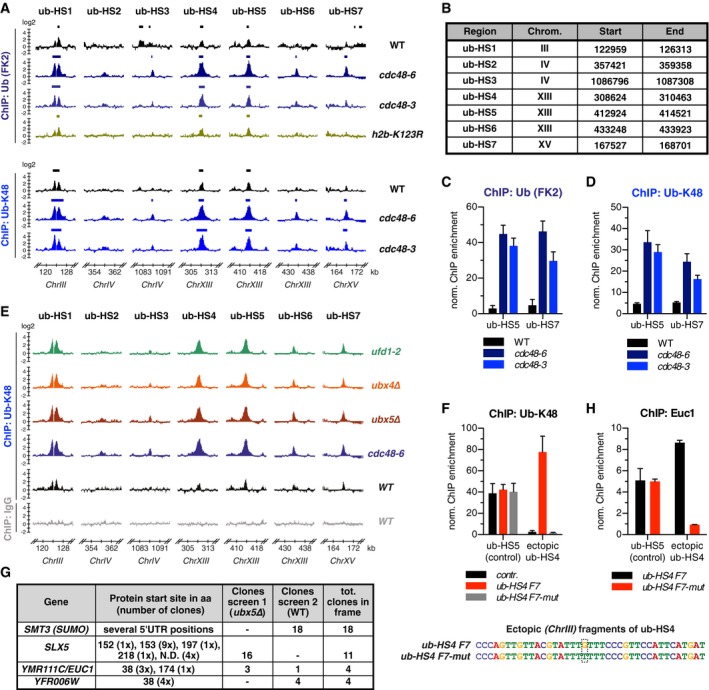
Related to Figs 1 and 2. Seven ubiquitin hotspots across the yeast genome share a Cdc48‐dependent extraction mechanism and recruit Ymr111c/Euc1 AThe FK2 ubiquitin antibody and a ub‐K48 specific antibody detect the same ub‐HSs in genome‐wide ChIP‐chip experiments. 16‐kb windows from genome‐wide ChIP‐chip data using either the ubiquitin (FK2) or ub‐K48 (clone Apu2) antibodies are shown. For comparison, data for ubiquitin (FK2) ChIP in WT, *cdc48‐6*,* cdc48‐3* are reproduced from Fig 1B and for *h2b‐K123R* partially (ub‐HS4) from Fig 1A. Data represent means from two independent replicates.BTable summarizing the ub‐HSs identified in Fig 1B. Stretches were defined by significantly enriched regions in ub‐K48 ChIP‐chip in *cdc48‐6* (all except ub‐HS2) or Slx8‐9myc‐enriched regions in the *cdc48‐3* background (ub‐HS2).C, DUbiquitin signals increase around 5–10‐fold in both *cdc48‐6* and *cdc48‐3* mutants with ubiquitin (FK2) and ub‐K48‐chain‐specific antibodies. ChIP‐qPCR experiment using ubiquitin (FK2) (C) and ub‐K48 (D) antibodies and indicated strains. Data represent means ± SD (*n* = 3 for (C), *n* = 4 for (D)).E
*ufd1‐2*,* ubx4∆,* and *ubx5∆* show an increase of ubiquitin conjugates at all ub‐HSs similar to *cdc48‐6*. Genome‐wide ChIP‐chip data using the ub‐K48 or a non‐specific IgG control antibody for the indicated strains. Data for WT and *cdc48‐6* reproduced from (A) for comparison. Data represent means from two independent replicates.FA single point mutation within the ub‐HS‐motif abolishes ubiquitin enrichment. A G>T mutation was introduced in one of the conserved TTGTT repeats of *ub‐HS4 F7* (bottom scheme) and integrated at the *LEU2* locus as described in Fig 2A. ChIP‐qPCR for ub‐K48 demonstrated that the ubiquitin enrichment is lost upon mutation of the ub‐HS‐motif (*ub‐HS4 F7‐mut*). Experiments were performed in *cdc48‐6* strains. Data represent means ± SD (*n* = 5).GTable summarizing the confirmed hits from two independent Y1H screens as described in Fig 2D. Protein start sites are indicated. aa: amino acid, N.D.: not determined.HEndogenous Euc1 does not bind the mutated ub‐HS4‐motif. ChIP with an Euc1‐specific antibody was performed in strains with *ub‐HS4 F7* or *ub‐HS4 F7‐mut* integrated at the *LEU2*‐locus as described in (F). Experiments were performed in *cdc48‐6* strains. Data represent means ± SD (*n* = 2).

Next, we determined the accumulation of specific ubiquitin chain types at ub‐hotspots. Using a ubiquitin K48 chain‐specific antibody (clone Apu2, “ub‐K48”), we detected the same ub‐hotspots as with the FK2 antibody (Fig EV1A, Dataset EV3). Moreover, strains harboring different mutant alleles of the *CDC48* gene showed an increase of ubiquitin‐ChIP signals from around 5–10‐fold (WT) to 15–50‐fold (*cdc48‐6*,* cdc48‐3*) enrichment over background, with comparable results for both antibodies (Fig EV1C and D). Since the ub‐K48 antibody was more specific for the Slx8‐bound and Cdc48‐controlled ub‐hotspots, we used this antibody for the rest of our study.

Consistent with recruitment of the Slx5/Slx8 heterodimer to chromatin, we found that both subunits were enriched to similar levels at selected ub‐hotspots, and observed a moderate increase in Slx5/Slx8 binding in *cdc48‐3* mutant cells (Fig 1D). While the ubiquitin signals did not correlate with Slx5/Slx8 enrichment levels at the tested sites (compare Fig 1D and E), they dropped to background levels in *slx5Δ* and *slx8Δ* cells (Fig 1F), indicating that Slx5/Slx8 is the relevant ubiquitin E3 ligase at these sites.

Cdc48 targeting is usually facilitated by cofactors that mediate substrate specificity (Buchberger *et al*, 2015). Consistent with previous results for other chromatin‐bound substrates (Verma *et al*, 2011), we found that specifically the Cdc48^Ufd1‐Npl4^ complex removes ubiquitylated proteins from ub‐hotspots (Figs 1G and EV1E), assisted by additional Ubx4 and Ubx5 cofactors (Fig EV1E and Appendix Fig S1C, Dataset EV3). In contrast, impairment of Cdc48 substrate delivery to the proteasome (*rad23∆ dsk2∆*; Richly *et al*, 2005) or proteasome assembly (*ump1∆*; Ramos *et al*, 1998) did not cause accumulation of ubiquitin conjugates at ub‐hotspots (Appendix Fig S1D).

Taken together, our analysis of genome‐wide ubiquitin and Slx8 ChIP data reveals seven ubiquitin hotspots that share similar features: (i) strong accumulation of ubiquitin in *cdc48* and associated cofactor mutants, (ii) recruitment of Slx5 and Slx8, and (iii) dependence on the functional Slx5/Slx8 dimer for ubiquitylation.

### A sequence motif within ub‐hotspots is bound by Ymr111c/Euc1

Interestingly, all ub‐hotspots lie within intergenic regions, do not seem to be associated with any annotated features within the yeast genome, and appear to be distributed among the sixteen yeast chromosomes (Fig 1C). We could also not identify any shared pathway or function of the adjacent genes (Dataset EV4).

To investigate whether any sequence features define ub‐hotspots, we cloned a 1,038‐bp region of ub‐HS4 on chromosome XIII (*ChrXIII*) and inserted it into the *LEU2* locus on *ChrIII* (ectopic ub‐HS4, Fig 2A). This fragment was sufficient to drive formation of an ectopic ub‐hotspot at the new position (Appendix Fig S2A), suggesting a role for specific DNA sequences. Indeed, we were able to map a minimal 39‐bp fragment required for ub‐hotspot formation (*ub‐HS4 F7*, Appendix Fig S2A, Fig 2A–C).

**Figure 2:**
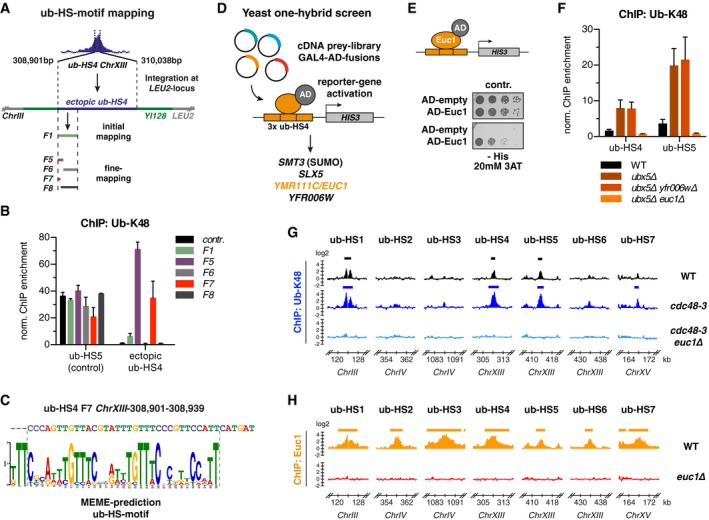
A sequence motif within ub‐hotspots is bound by Ymr111c/Euc1 ASchematic of the ub‐HS‐motif mapping strategy. A 1,038‐bp stretch of ub‐HS4 (blue line) was cloned and integrated at the *LEU2* locus (gray) using the integrative YIplac128 vector (green). Initial mapping led to the identification of fragment F1 (Appendix Fig S2A), which was further truncated for fine‐mapping ((B), F5–F8). qPCR primers were designed to bind within the YI128 backbone.BA 39‐bp fragment of ub‐HS4 is sufficient to drive ectopic ub‐HS formation. Fragments of ub‐HS4 were integrated ectopically, and ub‐K48 ChIP‐qPCR was performed for the endogenous ub‐HS5 and the ectopic ub‐HS4 fragments as depicted in (A). contr.: control, empty YIplac128 vector was integrated at *LEU2*. Experiments were performed in *cdc48‐6* background. Data represent means ± SD (*n* = 2).CExperimental mapping and bioinformatic prediction identify a similar ub‐HS‐motif. Comparison between the experimentally mapped ub‐HS4 F7 (B) and the consensus motif of all ub‐HSs identified by the MEME software.DA yeast one‐hybrid screening strategy to identify proteins binding to the ub‐HS‐motif. Three copies of the ub‐HS4‐motif (F7) were cloned upstream of a minimal promoter followed by a *HIS3* reporter gene and integrated at the *URA3* locus. A yeast cDNA library with N‐terminally fused Gal4 activation domain (AD) was used to screen for survival on media lacking histidine and multiple plasmids coding for 4 different genes were recovered (bottom). See also Fig EV1G.EEuc1 binds to the ub‐HS‐motif in a Y1H assay. Gal4‐AD‐ or Gal4‐AD‐Euc1‐encoding plasmids were transformed into a Y1H reporter strain as described in (D). Serial dilutions were spotted on control plates and plates lacking histidine with 20 mM 3‐amino‐triazole (3AT). Cells were grown at 30°C for 3 days.FEuc1 is required for the formation of ub‐HSs. ChIP with ub‐K48 specific antibodies was performed for the indicated strains, and enriched DNA was analyzed by qPCR. Data represent means ± SD (*n* = 4).G, HEuc1 binds to endogenous ub‐HSs. Genome‐wide binding profiles of K48‐linked ubiquitin chains (G) or Euc1 (H) were obtained in ChIP‐chip experiments as described in Fig 1A. Euc1‐ChIP experiments were performed with a polyclonal antibody raised against Euc1 aa 292–462. Data represent means from two independent replicates.

We also used the MEME suite to predict sequence motifs within the ub‐hotspots (Bailey *et al*, 2009). Consistent with our experimental mapping, a sequence motif of 36 bp was identified, which largely overlapped with the experimentally mapped 39‐bp fragment (Fig 2C). This “ub‐HS‐motif” was found in all the ub‐hotspots in at least one copy (Appendix Fig S2B), suggesting that a sequence‐specific DNA‐binding protein might localize to ub‐hotspots. Supporting this notion, a single point mutation within one of the central, conserved TTGTT repeats led to a complete loss of ubiquitin from the ectopic ub‐hotspot (*ub‐HS4 F7‐mut*, Fig EV1F).

To identify proteins binding to the ub‐HS‐motif, we applied an unbiased yeast one‐hybrid (Y1H) screening strategy (Fig 2D). In two independent screens in either a WT or a *ubx5Δ* strain, which shows enriched ubiquitin at ub‐hotspots (Fig EV1E), we identified several clones of four different genes: *SMT3* (encoding for SUMO), *SLX5*, and the uncharacterized *YMR111C*/*EUC1* and *YFR006W* (Figs 2D and EV1G). Identification of SUMO suggests a SUMOylation event upstream of Slx5/Slx8 recruitment, while isolation of *SLX5* clones confirms our ChIP data (Fig 1D). We confirmed the recruitment of Ymr111c/Euc1, SUMO, and Yfr006w with Gal4 activation domain (AD) fusion fragments (Fig 2E and Appendix Fig S2C). Importantly, deletion of *YMR111C/EUC1* led to a complete loss of ubiquitin‐ChIP signals at ub‐hotspots, while deletion of *YFR006W* had no effect (Fig 2F and G, Dataset EV3). Therefore, we here name *YMR111C* as “*EUC1*” (*Enriches Ubiquitin on Chromatin 1*).

Consistent with a key role of Euc1 in the formation of ub‐hotspots, we found that activation of the *HIS3* reporter by AD‐SUMO was Euc1‐dependent (Appendix Fig S2C), suggesting that Euc1 binding occurs before SUMO binding or a SUMOylation event. In line with this, Euc1 could not bind the mutated ub‐HS4 sequence (Appendix Fig S2D).

We raised an antibody against Euc1 to test its association with the endogenous ub‐hotspot sites in ChIP‐chip experiments (Fig 2H, Dataset EV5). As expected from the Y1H assays, Euc1 strongly accumulated at ub‐hotspots in WT but not in *euc1∆* cells (Fig 2H), nor at the mutated ectopic ub‐HS4 sequence (Fig EV1H). Notably, ub‐hotspots are the major sites of Euc1 binding in the entire genome, with only three additional sites of Euc1 accumulation (two of which also enrich Slx8 and contain the ub‐HS‐motif, Appendix Fig S2E). These data indicate that Euc1 specifically localizes to ub‐HS‐motif sites and is required for the formation of the ub‐hotspots.

### The transcription factor‐like Euc1 shows transactivation in reporter gene assays

Euc1 harbors a predicted coiled‐coil (CC) domain in its N‐terminal part and a GCR1 domain at its C‐terminus (Fig 3A). GCR1 domains have been shown to confer sequence‐specific DNA binding in Gcr1 and related transcription factors (TFs) (Huie *et al*, 1992; Hohmann, 2002). A distantly related GCR1 domain protein that also binds DNA is Cbf2, which is part of the CBF3 complex and establishes kinetochore attachment with centromeres (Espelin *et al*, 2003). Protein structure prediction suggested a myb‐like DNA‐binding fold within the GCR1 domain (Appendix Fig S3A) (Biedenkapp *et al*, 1988; Kelley *et al*, 2015) and our mapping results confirm that the complete GCR1 domain and C‐terminus are essential for Euc1 association with the ub‐HS‐motif (Appendix Fig S3B). Introduction of two point mutations to the predicted DNA‐binding loop (W333A, R334A, euc1‐DBD*) resulted in complete loss of association with ub‐hotspots in Y1H assays (Appendix Fig S3C) and Euc1 ChIP experiments (Appendix Fig S3D and E), suggesting that Euc1 directly binds the ub‐HS‐motif. Concomitantly, ubiquitin enrichment at ub‐hotspots was also lost in euc1‐DBD* cells (Appendix Fig S3E).

**Figure 3:**
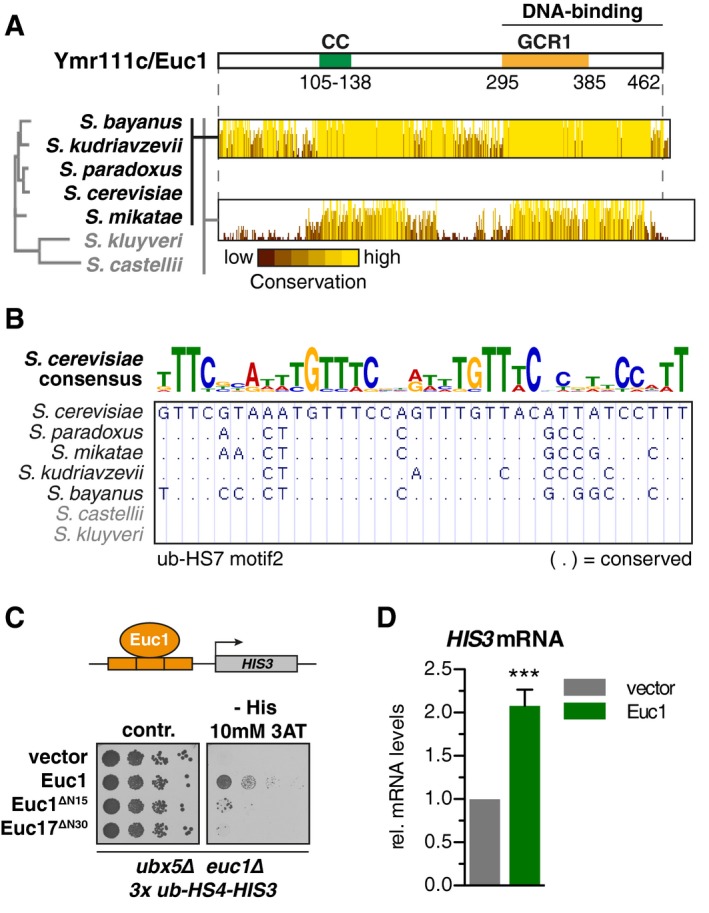
The transcription factor‐like Euc1 shows transactivation in reporter gene assays Euc1 domain structure is reminiscent of transcription factors. Top: Schematic representation of Euc1, with a predicted coiled‐coil domain (CC) and GCR1 domain indicated. Predicted DNA binding of the C‐terminal part was confirmed in Y1H experiments (Appendix Fig S3A–C). Bottom: Euc1‐like protein sequences from closely related *Saccharomyces* species were aligned, and a phylogenetic tree was generated using Clustal Omega. Jalview was used to graphically display the degree of sequence conservation (see also Appendix Fig S4A).The ub‐HS‐motif is conserved in closely related yeast species. The 7 yeast Multiz Alignment & Conservation tool of the UCSC Genome Browser was used to retrieve alignments of sequences corresponding to ub‐HS‐motifs from other *Saccharomyces* species. Dot (.) indicates a conserved base.Euc1 can induce transactivation via its N‐terminal 30 amino acids. Euc1 constructs under the endogenous *EUC1* promoter were transformed in a reporter strain as described for Fig 2D, and serial dilutions were spotted on control or selective media to test *HIS3* activation. Cells were grown at 30°C for 3 days.Quantification of *HIS3* mRNA levels from strains used in (C). Cells were grown in liquid media with selection for the transformed plasmids (SC‐Leu), harvested in logarithmic growth phase, and total mRNA was prepared. After reverse transcription, *HIS3* mRNA levels were quantified using qPCR (RT–qPCR), normalized first to *ACT1* mRNA and then to the empty vector control strain. Data represent means ± SD (*n* = 4). *P* = 2.43 × 10^−5^ (Student's *t*‐test).

Phylogenetic analysis revealed *EUC1*‐like genes in several other yeast species, with most pronounced sequence homology in CC‐ and GCR1 domains (Fig 3A, Appendix Fig S4A). Conversely, ub‐hotspot sequences could be identified in those *Saccharomyces* species, where corresponding intergenic regions could be aligned to *S. cerevisiae* (Fig 3B, Appendix Fig S4B). We note that residues most conserved in the different hotspot motifs also appeared most highly conserved in related yeasts, hinting at a similar function of Euc1 proteins at these sites.

To test whether Euc1 itself could also function as a transcriptional activator, we deleted endogenous *EUC1* in the *ub‐HS4‐HIS3 ubx5∆* Y1H reporter strain, which reduced background activation of the *HIS3* reporter (Appendix Fig S4C). Conversely, plasmid‐borne expression of Euc1 using its endogenous promoter was sufficient to drive transcription of the reporter (Fig 3C and D). To map the transactivation domain of Euc1, we introduced truncations in the N‐terminus that contains an acidic patch (aa 19–28, Appendix Fig S4D) (Sigler, 1988). Consistent with a role in transactivation, truncation of either the first 15 or 30 amino acids led to a strong decrease in *HIS3* expression (Fig 3C). Moreover, the first 30 amino acids of Euc1, when fused to the Gal4 DNA‐binding domain (BD), were sufficient to drive expression of *HIS3* under the control of a *GAL1* promoter (Appendix Fig S4D). While these data suggest that Euc1 could act as a transcription factor at ub‐hotspots, they are also consistent with a model whereby Euc1 mediates ub‐hotspot formation to establish a specific chromatin domain or structure, like Cbf2 does at centromeres (see below).

### Ub‐hotspot formation requires Euc1 SUMOylation

Our initial data suggested that SUMOylation (Appendix Fig S2C) and ubiquitylation (Fig 2F and G) might be crucial regulators of the ub‐hotspots. We considered Slx5/Slx8 as the prime candidate for the responsible ubiquitin ligase (Fig 1B, D and F) and we set out to investigate how this highly specific recruitment would be established and regulated. Several large‐scale proteomic studies reported Ymr111c/Euc1 as a putative SUMOylation substrate (Zhou *et al*, 2004; Denison *et al*, 2005; Hannich *et al*, 2005) and we found Euc1 to interact with conjugatable SUMO (SUMO‐GG) as well as the SUMOylation enzymes Ubc9 (E2), Siz1, and Siz2 (E3s) in a yeast two‐hybrid experiment (Y2H, Fig 4A). Immunoprecipitation of Euc1 revealed an up‐shifted band that was detected by an anti‐SUMO antibody. This band was diminished in *ubc9‐1* and lost in *siz1∆ siz2∆* cells (Fig 4B). Mutation of putative SUMOylation consensus sites identified a single point mutation (*euc1‐K231R*, hereafter *euc1‐KR*) that affected Euc1 SUMOylation (Fig 4B). In denaturing NiNTA pull‐downs (NiNTA‐PDs) of His‐tagged SUMO, we detected a band corresponding to monoSUMOylated Euc1 and a weaker band further up‐shifted, presumably representing diSUMOylation (Fig 4C). In turn, SUMOylation was strongly reduced in *euc1‐KR* cells (Fig 4C), indicating that K231 is the major SUMOylation site in Euc1.

**Figure 4:**
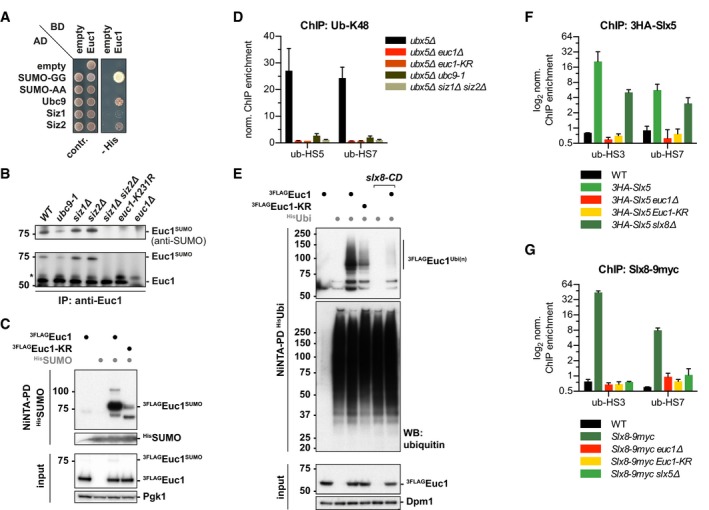
Euc1 is SUMOylated, recruits Slx5 to ub‐hotspots, and is ubiquitylated in a Slx5/Slx8‐dependent manner AEuc1 interacts with SUMO pathway proteins in a yeast two‐hybrid (Y2H) assay. A Y2H reporter strain (PJ69‐7a) was transformed with Gal4 DNA‐binding domain (BD) and Gal4 activation domain (AD) fusion constructs in the indicated combinations. AD‐SUMO‐GG can be conjugated to SUMOylation substrates, while AD‐SUMO‐AA is conjugation‐deficient. Cells were spotted on control media or selective media (‐ His) and grown for 3 and 6 days, respectively.BEuc1 is SUMOylated by Ubc9, Siz1, and Siz2 on lysine 231. Euc1 was immunoprecipitated from the indicated strains, and eluates were probed by WB against SUMO (top) and Euc1 (bottom). An up‐shifted band corresponding to Euc1^SUMO^ was detected with both antibodies. Asterisks denote non‐specific bands.CEuc1 is predominantly monoSUMOylated on lysine 231. Denaturing NiNTA pull‐downs (NiNTA‐PD) with strains expressing His‐tagged SUMO (^His^SUMO) as indicated and ^3FLAG^Euc1 constructs under the control of an *ADH* promoter. Covalently SUMO‐modified proteins were enriched and eluates probed with a FLAG antibody to visualize SUMOylated Euc1. Eluates were probed for SUMO to control for equal pull‐down, and Pgk1 was probed as input control. Euc1‐KR denotes the K231R mutation here and hereafter.DEuc1 SUMOylation is required for ub‐HS formation. Ub‐K48 ChIP quantified by qPCR for the indicated strains. The *ubx5∆* background was used to enhance the ubiquitin signal, and similar results were obtained in a WT background. Data represent means ± SD (*n* = 3).EEuc1 ubiquitylation depends on Slx8 and partly on Euc1 SUMOylation. Denaturing NiNTA‐PDs as described for (C) but with strains expressing His‐ubiquitin (^His^Ubi) and ^3FLAG^Euc1 under the control of the *ADH* promoter. WBs were developed with a FLAG antibody to probe for ^3FLAG^Euc1, a ubiquitin blot served as PD‐control and Dpm1 as input control. The *slx8‐CD* allele carries the C206S and C209S mutations (Xie *et al*, 2007).F, GSUMOylated Euc1 is required to recruit Slx5 and Slx8 to ub‐HSs. ChIP against Slx5 and Slx8 in the indicated genetic backgrounds was quantified by qPCR. Note that Slx5 is still recruited in the absence of Slx8 (*3HA‐Slx5 slx8∆*), but not vice versa (*Slx8‐9myc slx5∆*). Data for WT and 3HA‐Slx5 in (F) and WT and Slx8‐9myc in (G) are from Fig 1D and are shown here for comparison. Data represent means ± SD (*n* = 2). Source data are available online for this figure.

Of note, SUMOylation of Euc1 at K231 is required for the formation of ub‐hotspots (Fig 4D). Interestingly, however, Euc1 enrichment itself was also diminished by up to 10‐fold in *euc1‐KR* cells for two out of three tested sites (Fig EV2A). These data therefore suggest that Euc1 SUMOylation is involved in ub‐hotspot function, by regulating Euc1 DNA binding and/or Slx5/Slx8 recruitment.

**Figure EV2:**
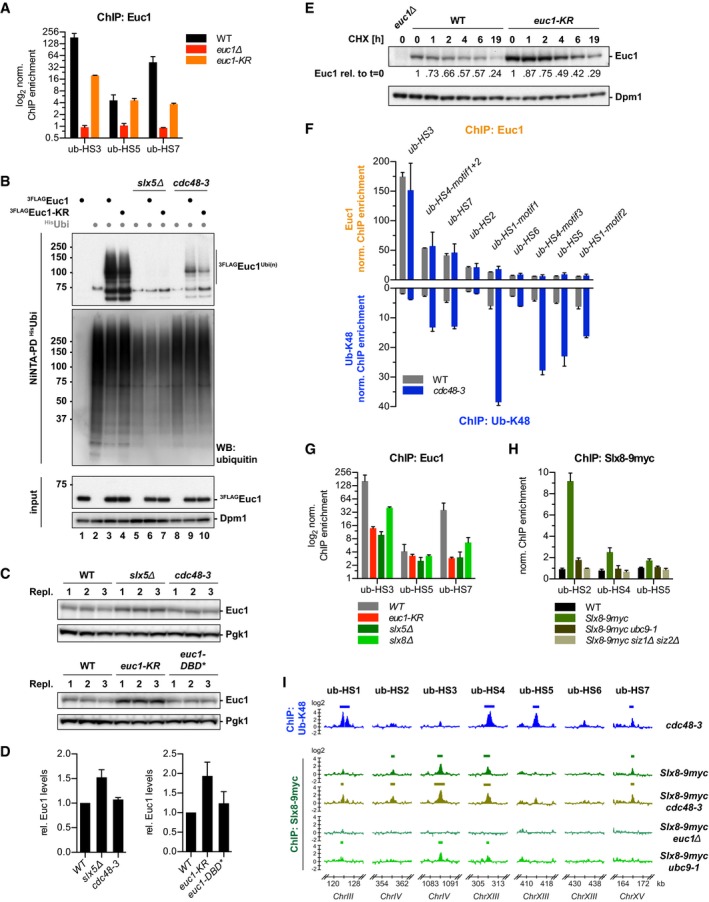
Related to Fig 4. Slx5/Slx8‐mediated ubiquitylation does not lead to fast Euc1 degradation AEuc1 binding to ub‐HSs drops in *euc1‐KR* cells. ChIP against Euc1 was quantified by qPCR. Data represent means ± SD (*n* = 2).BSlx5 is required for Euc1 ubiquitylation. Denaturing NiNTA‐PDs with ^His^Ubi as in Fig 4E. Note that Euc1 ubiquitylation levels were abolished in *slx5∆* cells, but also reduced in *cdc48‐3* cells.C, DEuc1 levels increase in *slx5∆* and for *euc1‐KR*. Euc1 levels were quantified from WBs of three replicate samples (C) using a LI‐COR Odyssey Fc imaging system and normalized to Pgk1 and wild‐type levels (D). Pgk1 served as loading control. Data represent means ± SD (*n* = 3).EEuc1 shows slow degradation kinetics. Cells were treated with 0.5 mg/ml cycloheximide (CHX), and samples were taken at the indicated times. Quantification was done as in (C–D). Relative Euc1 signals are normalized to Dpm1 levels and to *t* = 0.FEuc1 and ub‐K48 ChIP signals do not correlate. ChIP against Euc1 (top) and ub‐K48 (bottom) analyzed by qPCR for all ub‐HSs. Separate primer pairs were used for distinct motif occurrences within ub‐HS1 and ub‐HS4. Note that Euc1 signals did not increase in a *cdc48‐3* strain. Data for ub‐K48 ChIP for ub‐HS3/HS5/HS7 are reproduced from Fig 1E for comparison. Data represent means ± SD (*n* = 2).GEuc1 binding to ub‐HS sites is reduced—rather than increased—in *slx5∆* and *slx8∆* cells. ChIP against Euc1 was quantified by qPCR in the indicated strains. Note that the binding defect for Euc1 is similar for the *euc1‐KR* and *slx5∆* strains. Data represent means ± SD (*n* = 2).HSUMOylation is required for recruitment of Slx8‐9myc to ub‐HSs. ChIP against Slx8‐9myc was quantified by qPCR. Data represent means ± SD (*n* = 3).IGenome‐wide binding profiles of Slx8 in *euc1∆* and *ubc9‐1* mutant cells. ChIP‐chip was performed as described in Fig 1A. Binding profiles for ub‐K48 (*cdc48‐3*) and for Slx8‐9myc (WT, *cdc48‐3*) are reproduced for comparison from Figs EV1A and 1B, respectively. Data represent means from two independent replicates. Source data are available online for this figure.

### SUMOylated Euc1 recruits Slx5/Slx8 to ub‐hotspots

To test whether Euc1 is a ubiquitylation substrate of Slx5/Slx8, we performed denaturing NiNTA‐PDs of His‐ubiquitin to reveal covalently modified ubiquitylation substrates (Fig 4E). Probing for ^3FLAG^Euc1, we detected an up‐shifted smear, presumably corresponding to polyubiquitylated Euc1 species (Fig 4E). Notably, Euc1 ubiquitylation was almost entirely lost in a strain harboring a catalytically dead Slx8 RING domain variant (*slx8‐CD*, Fig 4E) and also in *slx5∆* cells (Fig EV2B), indicating STUbL‐dependent ubiquitylation. Although steady‐state levels of Euc1 were mildly enhanced in *slx5∆* and SUMOylation‐deficient *euc1‐KR* cells, both WT Euc1 and Euc1‐KR were stable in cycloheximide chase experiments (Fig EV2C–E). We therefore conclude that Slx5/Slx8‐catalyzed ubiquitylation either does not lead to Euc1 degradation or that only a small fraction of Euc1 is regulated by Slx5/Slx8.

Euc1 appears to not be the only ubiquitylation substrate at ub‐hotspots, as Euc1 signals at ub‐hotspots did not correlate with ubiquitylation signals and Euc1 also did not accumulate in *cdc48* mutant strains—in contrast to ubiquitylation—or in ubiquitylation‐deficient *slx5∆* and *slx8∆* strains (Fig EV2F and G, see also Fig EV2B). We therefore hypothesized that Euc1 and its SUMOylation act as cofactors required for Slx5/Slx8 recruitment. Indeed, when we tested enrichment of Slx5 and Slx8 at ub‐hotspot sites in *euc1∆* or *euc1‐KR* strains, both proteins were entirely lost (Fig 4F and G). Consistently, Slx8 recruitment also depended on a functional SUMOylation machinery (Fig EV2H and I). Furthermore, our ChIP data suggested that while Slx5 was recruited in the absence of Slx8 (*3HA‐Slx5 slx8∆*, Fig 4F), Slx8 recruitment to ub‐hotspots was Slx5‐dependent (*Slx8‐9myc slx5∆*, Fig 4G).

In summary, our data demonstrate that Euc1 plays a major role in regulating ub‐hotspots by facilitating Slx5/Slx8 recruitment. However, while Euc1 is a Slx5/Slx8 ubiquitylation substrate, it seems likely that there are additional Slx5/Slx8 substrates bound to ub‐hotspots that are cleared from DNA by Cdc48.

### Specific interaction sites mediate SUMO‐SIM‐independent Euc1‐Slx5 binding

Substrate targeting of STUbLs is thought to rely on multiple SUMO‐SIM contacts to confer specificity for polySUMOylated substrates (Sriramachandran & Dohmen, 2014). In contrast, Slx5/Slx8 recruitment to ub‐hotspots appears to involve monoSUMOylated Euc1 (Fig 4C). Moreover, ubiquitin enrichment at the ub‐hotspots was unchanged in polySUMO chain‐defective cells expressing only lysine‐free SUMO (*SUMO‐KRall*) (Fig EV3A). What then underlies the specificity of Slx5/Slx8 recruitment to ub‐hotspots, given the high prevalence of SUMOylation on chromatin (Chymkowitch *et al*, 2015)?

**Figure EV3:**
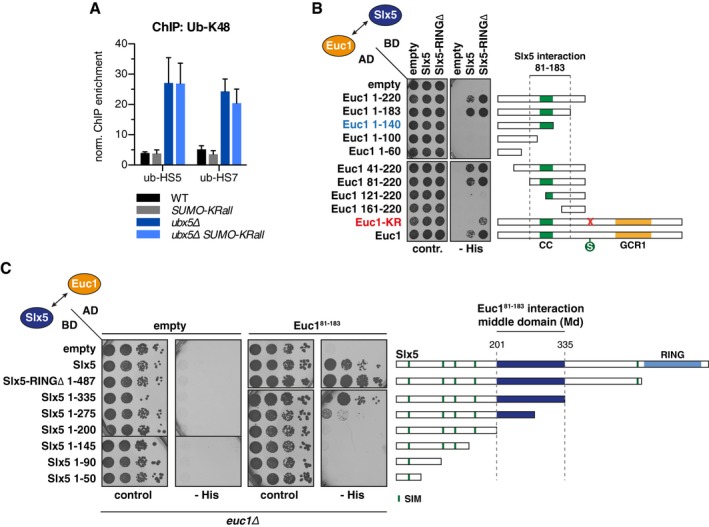
Related to Fig 5. Euc1^81–183^ interacts with the Slx5 middle domain (Slx5‐Md, aa 201–335)^†^ SUMO‐chain formation is not required for ub‐HS formation. ChIP against ub‐K48 in strains expressing a SUMO variant with all lysines mutated to arginines (*SUMO‐KRall*) as the only source of SUMO. Enriched DNA was analyzed by qPCR. Data represent means ± SD (*n* = 3).The region of Euc1 required for interaction with Slx5 maps to aa 81–183. Y2H assay to map the Slx5 interaction site on Euc1. Note that SUMOylation‐deficient Euc1‐KR still interacts with Slx5‐RING∆, albeit weaker than wild‐type Euc1 (bottom 2 rows). Cells were grown at 30°C for 2 days.The region of Slx5 required to interact with Euc1 maps to aa 201–335. C‐terminal Gal4‐BD‐Slx5 truncation constructs were probed for interaction with Euc1^81–183^ in Y2H. Note that the interaction gradually decreases when truncations between aa 201 and 487 were made. We defined aa 201–335 (middle domain, Slx5‐Md) to be the minimal region required for robust interaction with Euc1 (Fig 5F); however, the region between aa 336 and 487 also contributes to the interaction (compare Slx5‐RING∆ and Slx5‐Md in Fig 5D and G). Cells were grown at 30°C for 3 days.
^†^Correction added on 29 April 2019 after first online publication: Slx5‐RING was corrected to Slx5‐RINGΔ in panels B and C.

Our ChIP data suggested that SUMOylated Euc1 interacts with Slx5 to recruit the Slx5/Slx8 complex (Fig 4F), and we could confirm an annotated interaction between Euc1 and Slx5 in Y2H experiments (Figs 5A and EV3B, Appendix Fig S5A and B) (Yu *et al*, 2008). The Euc1‐Slx5 interaction was further enhanced when we used a Slx5 fragment lacking the C‐terminal RING domain (Slx5‐RING∆). Interestingly, however, Slx5‐RING∆ still interacted with an Euc1‐KR construct lacking the SUMO target site (Fig EV3B). Moreover, recombinant, non‐SUMOylated Euc1 co‐precipitated Slx5 *in vitro* (Fig 5B), indicating that Euc1 SUMOylation is not strictly required for interaction. We mapped a minimal interacting fragment to aa 81–183 of Euc1 (Figs EV3B and 5A), a stretch lacking the SUMOylation site, but comprising the CC domain, which is crucial for Euc1 dimerization (Appendix Fig S5C and D). Also, co‐immunoprecipitation (co‐IP) experiments with ^3FLAG^Euc1 showed a robust *in vivo* interaction with Slx5 that was independent of Euc1 SUMOylation at K231 (Fig 5C, lanes 2–3). Overall, this indicates additional, SUMO‐independent Euc1‐Slx5 interaction sites. Recently, binding of Matα2 to DNA has been shown to be required for Slx5/Slx8‐mediated degradation (Hickey *et al*, 2018). Euc1, however, was still able to co‐precipitate Slx5 when its DNA‐binding domain was mutated (Euc1‐DBD*, Fig 5C, lane 4).

**Figure 5:**
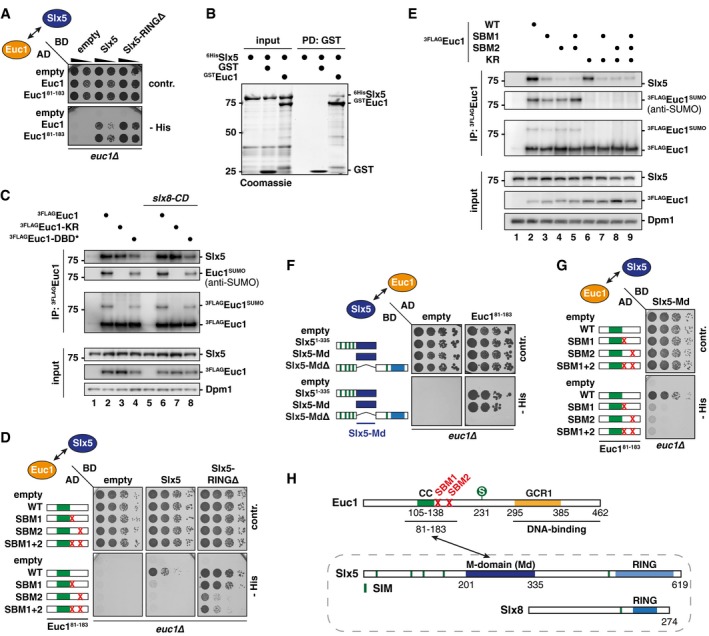
Specific substrate–ligase interaction sites mediate SUMO‐SIM‐independent Euc1‐Slx5 binding Euc1^81–183^ binds to Slx5 in Y2H assays. Y2H assay performed as in Fig 4A. Serial dilutions were spotted for each plasmid combination, and cells were grown at 30°C for 2 days. The Slx5‐RING∆ construct is deleted for the Slx5 C‐terminus from the beginning of the RING domain (∆aa 488–619). See also Fig EV3B.Euc1 binds to Slx5 *in vitro*. Recombinant purified GST or ^GST^Euc1 was used in GST pull‐down assays to co‐precipitate recombinant ^6His^Slx5.Euc1 binds to Slx5 *in vivo*. Cell lysates from an *euc1∆* strain expressing the indicated ^3FLAG^Euc1 constructs from plasmids (under *EUC1* promoter) were subjected to immunoprecipitation using anti‐FLAG beads. IP eluates were probed by WB with Slx5, SUMO, and Euc1 antibodies, and inputs were probed with Slx5, FLAG, and Dpm1 antibodies (top to bottom). Note that the Euc1‐Slx5 interaction is independent of the Slx8 ligase activity (*slx8‐CD*, lanes 5–8).Euc1 Slx5‐binding mutants (SBM1, SBM2) affect Euc1‐Slx5 interaction in Y2H assays. AD‐Euc1^81‐183^ constructs harboring mutations in the region required for Slx5 binding were probed for interaction with BD‐Slx5 constructs as described in Fig 4A. Mutations: SBM1: aa 139–143 ENQKK>ANAAA, SBM2: aa 162–165 KEVF>AAAA. Serial dilutions were spotted, and cells were grown at 30°C for 2 days. See Appendix Fig S6A for expression levels.Euc1‐SBM constructs show defective Slx5 binding *in vivo*. Mutations described in (D) were introduced into full‐length ^3FLAG^Euc1 constructs (with or without the K231R mutation), and FLAG IPs were performed as described in (C). WB analysis showed strong Slx5‐binding defects for the SBM1/SBM2 and SBM1+2 constructs (top panel, immunoprecipitated Slx5). WBs were probed as in (C).The Slx5 middle domain (Slx5‐Md) is required for interaction with Euc1. Y2H assays with AD‐Euc1^81–183^ and BD‐Slx5 constructs. Slx5‐Md: aa 201–335, Slx5‐Md∆: ∆aa 201–338. Serial dilutions were spotted, and cells were grown at 30°C for 4 days. See also Fig EV3C.Euc1‐SBM constructs show defective binding to the Slx5‐Md. Y2H assay with the indicated constructs as in (D). See Appendix Fig S6A for expression levels.Schematic representation of Euc1, Slx5, and Slx8, domain features, and interactions. Domains and protein lengths are drawn to scale, and numbers below each bar denote amino acid positions. The mapped interaction between Euc1 and Slx5 is indicated by an arrow. CC: coiled‐coil domain, SBM: Slx5‐binding mutant, S: SUMO, SIM: SUMO‐interacting motif. Source data are available online for this figure.

Truncation of the Euc1 CC domain abolished the interaction with Slx5 (Fig EV3B) as well as Euc1 dimerization in Y2H (Appendix Fig S5C and D); however, Slx5 interaction was also lost by truncation of the region between aa 140 and 183, indicating a potential Slx5‐binding site in this region (compare Fig EV3B and Appendix Fig S5C, Euc1 1–140). To guide our search, we used HH‐MOTiF for *de novo* motif prediction (Prytuliak *et al*, 2017) using Euc1 aa 81–183 and a set of putative Slx5 substrates as query. We introduced mutations in predicted binding sites downstream of the CC domain: Two of these strongly diminished binding to Slx5 while leaving dimerization intact (Slx5‐binding mutant 1 and 2, SBM1: aa 139–143 ENQKK>ANAAA, SBM2: aa 162–165 KEVF>AAAA, Fig 5D and Appendix Fig S6A and B). Notably, both mutations strongly reduced the interaction between Euc1 and Slx5 in co‐IP experiments (Fig 5E, lanes 2–5), while additional mutation of the Euc1 SUMOylation site had little effect (KR mutation, Fig 5E, lanes 6–9).

We also mapped the region of Slx5 that mediates Euc1 binding to a previously uncharacterized region between aa 200 and 335 (Fig EV3C). We designate this region, which does not contain any predicted SIMs, Slx5 middle domain (Slx5‐Md). Slx5‐Md is required and sufficient for interaction with the Euc^81–183^ fragment (Fig 5F) and Slx5‐binding‐deficient mutants of Euc1 strongly diminished the interaction (Fig 5G). We conclude that interaction with Euc1 involves the Slx5‐Md and that SUMO‐SIM contacts are not strictly required, but likely contributing, suggesting bipartite substrate recognition (Fig 5H).

### Specific Euc1‐Slx5 interaction sites are required for ub‐hotspots

We tested whether ubiquitylation of Euc1 or ub‐hotspot formation would be affected by mutations that specifically abolish SUMO‐independent contacts between Euc1 and Slx5. Using NiNTA‐PDs with His‐ubiquitin, we found that both Euc1 Slx5‐binding mutants (SBM1 and SBM2), as well as the double mutant, showed a reduction in Euc1 ubiquitylation (Fig 6A, lanes 3–6). When we additionally mutated the Euc1 SUMOylation site (KR), Euc1 ubiquitylation was further decreased (Fig 6A, lanes 7–10). Furthermore, the WT Slx5‐construct complemented the loss of ubiquitylation in an *slx5∆* strain (Fig 6B, lane 2), whereas expression of the Slx5‐SIM* construct with all SIMs mutated yielded reduced Euc1 ubiquitylation, and expression of the Slx5‐Md∆ construct abolished Euc1 ubiquitylation (Fig 6B, lanes 3–4).

**Figure 6:**
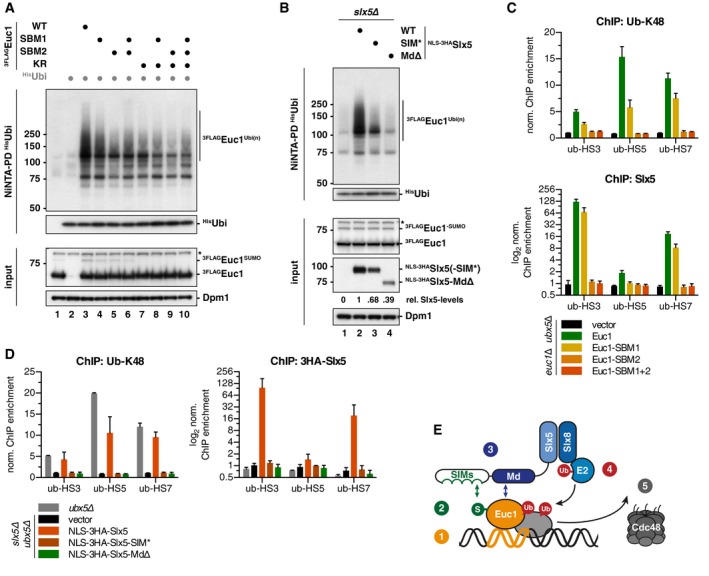
Specific Euc1‐Slx5 interactions are required for ub‐hotspots and Euc1 ubiquitylation Euc1 Slx5‐binding mutations impair Euc1 ubiquitylation. His‐ubiquitin‐modified proteins were enriched by denaturing NiNTA‐PDs as described in Fig 4E. 3FLAG‐tagged Euc1 constructs were expressed from plasmids under the control of the *ADH* promoter. NiNTA‐PD eluates were probed with FLAG and ubiquitin (P4D1) antibodies. Whole cell lysates (input) were probed with FLAG and Dpm1 antibodies. Asterisk denotes a non‐specific band.The Slx5‐SIMs and Slx5‐Md are required for Euc1 ubiquitylation. NiNTA‐PDs for His‐ubiquitin as in (A). All strains expressed wild‐type ^3FLAG^Euc1 from plasmids under the *ADH* promoter and His‐ubiquitin. Slx5 constructs were expressed from plasmids under the control of the endogenous promoter. WBs were probed as described in (A), and Slx5‐levels were probed using an HA antibody. Slx5‐SIM*: SIMs 1–4 were mutated as described (Xie *et al*, 2010); for SIM5, aa 477–479 (IIV) were mutated to alanines. To avoid possible mislocalization by deletion of the Slx5‐Md, which overlaps with a putative NLS (Westerbeck *et al*, 2014), an N‐terminal NLS was fused to all constructs. See Appendix Fig S7C for HU complementation.Euc1 Slx5‐binding mutations (SBM1/SBM2) reduce/abolish ub‐HSs and recruitment of Slx5 to ub‐HSs. ChIP‐qPCR for ub‐K48 (top) or Slx5 (using Slx5 antibody, bottom) in *euc1∆ ubx5∆* cells expressing the indicated constructs from plasmids under the control of the *EUC1* promoter. Data represent means ± SD (*n* = 3). See also Appendix Fig S7E–G.Slx5‐SIMs and the Slx5‐Md are required for the formation of ub‐HSs and recruitment of Slx5. ChIP‐qPCR for ub‐K48 (left) or Slx5 (anti‐HA ChIP, right) in *ubx5∆* cells or *slx5∆ ubx5∆* cells complemented with plasmids expressing the indicated Slx5 constructs under the control of the *SLX5* promoter. Data represent means ± SD (*n* = 2). See also Appendix Fig S7H.Schematic model for the proposed sequence of events at ub‐hotspots. See main text (Discussion) for details. SIM: SUMO‐interacting motif, Md: middle domain, S: SUMO, Ub: ubiquitin. Source data are available online for this figure.

The Slx5‐Md (aa 201–335) overlaps with a stretch that has been implicated in nuclear localization, Slx8 and Slx5 interaction (Westerbeck *et al*, 2014), as well as an auto‐ubiquitylation‐protective “lysine desert” (Sharma *et al*, 2017). To exclude hypomorphic effects, we first tested the ability of the *SLX5* alleles to complement hypersensitivity of *slx5∆* cells on replication stress induced by hydroxyurea (HU) (Xie *et al*, 2007). The *slx5‐Md∆* allele complemented the growth phenotype on HU, while the slx5‐SIM* did not (Appendix Fig S7A–C). Complementation was not influenced by an N‐terminally fused NLS. Second, we monitored turnover of a fragment of the known Slx5/Slx8‐substrate Matα2 (Hickey & Hochstrasser, 2015), which was not affected in *slx5‐Md∆* cells, suggesting that the involvement of the Md is substrate‐specific (Appendix Fig S7D).

Last, we tested whether the ubiquitin signal at ub‐hotspots was influenced and found it to be reduced in cells that expressed Euc1‐SBM1 as only copy of Euc1, while it was completely lost in *euc1‐SBM2* and *euc1‐SBM1+2* cells (Fig 6C, top). As expected, the recruitment of Slx5 to ub‐hotspots was also diminished for *euc1‐SBM1* cells and lost for *euc1‐SBM2* and *euc1‐SBM1+2* cells (Fig 6C, bottom), as was Euc1 binding (Appendix Fig S7E–G), suggesting mutually dependent binding of Euc1 and Slx5/Slx8 to ub‐hotspots. Conversely, we also tested whether the Slx5‐Md and SIMs would be required for ubiquitylation at the ub‐hotspots. When we complemented an *slx5∆ ubx5∆* strain with plasmids encoding Slx5 variants, we observed that WT *SLX5* was able to restore ub‐hotspots, while the slx5‐SIM* and the *slx5‐Md∆* alleles were not (Fig 6D, left). Similar to Euc1‐SBM1/2, mutation of Slx5‐SIMs or deletion of Slx5‐Md led to loss of Slx5 recruitment (Fig 6D, right), and to strongly diminished recruitment of Euc1 itself (Appendix Fig S7H), indicating the presence of an Euc1‐Slx5/Slx8 complex at ub‐hotspots.

Overall, our data point toward a bipartite or multivalent interaction between Euc1 and Slx5/Slx8 where not only Slx5‐SIMs and Euc1 SUMOylation, but also substrate‐specific contacts between Euc1 and Slx5 are critical for Euc1 ubiquitylation and the formation of ub‐hotspots on chromatin (summarized in Fig 6E).

### The Slx5/Slx8‐dependent ub‐hotspot pathway controls Euc1 function

The sophisticated STUbL recruitment mechanism suggested that Slx5/Slx8 could regulate Euc1 and ub‐hotspot function. To determine whether Euc1 might be active as a transcriptional activator at ub‐hotspots, we performed transcriptome analysis in *euc1∆, euc1‐KR* cells and in cells overexpressing *EUC1* (*pGAL‐EUC1*). 

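Of these experiments, the RNA sequencing of euc1∆ cells and of cells overexpressing EUC1 was analysed here, and the microarrays of euc1‐KR cells were not used here. For the deletion, 3 WT and 3 euc1∆ samples of the DF5 background, grown in glucose medium, were compared. Both strains carried an extra copy of MED11, the gene next to EUC1, on an integrated plasmid with the URA3 marker. PolyA RNA was sequenced as single‐end reads of 75 bp. The authors aligned the reads to the yeast transcriptome with STAR and deposited TPM values, a length‐normalised measure of expression, calculated with RSEM. In this unit the reads of each gene are divided by its length and then scaled to a common total. The listed values sum to slightly different totals, given below. The read counts that the authors tested with DESeq2 were not used here. TPM values keep no record of the number of reads, so the depth of each sample is unknown. The paper's text does not name whether reads were assigned by strand.
The TPM values of the 3 WT samples summed to 990149, 973736 and 993435, and those of the 3 euc1∆ samples to 988613, 984965 and 988175. The median gene had between 24.1 and 27.6 TPM, and the 10 genes with the highest values took between 8.74 and 9.78% of the total of a sample. The deleted gene, EUC1 (YMR111C), lies on chromosome XIII of the R64 genome from 492404 to 493792 on the minus strand. It was listed at 9.56, 16.0 and 13.0 TPM in the 3 WT samples and at 0, 0 and 0.09 TPM in the 3 euc1∆ samples. Expression was tested with limma on log2(TPM + 1), with a prior variance that follows mean expression, for the 6217 genes with a mean of at least 1 TPM over the 6 samples. Fold changes on this scale understate the change of genes with low TPM. EUC1 fell by 3.72 on the log2(TPM + 1) scale (SE 0.24, adjusted p = 0.00163, limma with Benjamini‐Hochberg adjustment). A two‐sided exact permutation test gave p = 0.10 for EUC1, the smallest p that 3 samples against 3 allow. Changes of other genes were set against an unadjusted p of 0.01, the threshold of Fig 7A, and an adjusted p of 0.1, the alpha of the paper's methods. Across genes, the correlation between samples was 0.979 to 0.985 within and 0.978 to 0.986 between the genotypes. The first principal component held 24.9% of the variance and did not separate them, with scores of 15.6, -14.4 and -7.00 for WT and -7.57, 8.24 and 5.11 for euc1∆. The replicate numbers of both genotypes run from 1 to 3. Deviations of same‐numbered samples from the group means correlated at -0.106, 0.078 and 0.054, with an average of 0.008.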

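Dataset EV7 marks 14 genes that flank the 7 ub‐hotspots. The paper's text counts more genes than this in direct proximity, and what it adds to the 14 was not identified here. These are DFP3 (YCR007C) and CIT2 at ub‐HS1, PSA1 and MCH1 at ub‐HS2, TFB1 and SSF2 at ub‐HS3, SPO20 and PEX9 at ub‐HS4, SDD2 (YMR074C) and RCO1 at ub‐HS5, ISF1 and ADH3 at ub‐HS6, and ATG34 and ATG19 at ub‐HS7. SSF2 (YDR312W), which encodes an rRNA‐binding protein of ribosome biosynthesis, lies on chromosome IV from 1087581 to 1088942 on the plus strand, 334 bp from the motif of ub‐HS3. This motif spans 1087212 to 1087247 and reads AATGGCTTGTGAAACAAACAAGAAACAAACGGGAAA on the plus strand. SSF2 was expressed at 43.1 ± 2.78 TPM (SD, n = 3) in WT and at 26.4 ± 2.54 TPM (SD, n = 3) in euc1∆ cells. Its log2 fold change was -0.69 (SE 0.10, unadjusted p = 0.000143, adjusted p = 0.16, limma) and stayed between -0.74 and -0.61 with each sample left out in turn. Of the 1288 windows of 75 bp in SSF2, 1.4% also occur elsewhere in the genome.
RCO1 (YMR075W) encodes a subunit of the Rpd3S histone deacetylase complex and lies on chromosome XIII from 413982 to 416036 on the plus strand, 350 bp from the motif of ub‐HS5. The motif spans 413597 to 413632 and reads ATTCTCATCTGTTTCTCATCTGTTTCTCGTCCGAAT on the plus strand. Mean expression of RCO1 rose from 16.4 ± 2.14 TPM (SD, n = 3) to 23.2 ± 3.24 TPM (SD, n = 3) in euc1∆ cells, a log2 fold change of 0.47 (SE 0.14, unadjusted p = 0.00922, adjusted p = 0.501, limma). It ranged from 0.37 to 0.57 with each sample left out. The last 349 bp of RCO1 overlap YMR075C-A on the minus strand, from 415688 to 416053, whose log2 fold change was 0.55 (SE 0.35, adjusted p = 0.78, limma). For SSF2 as for RCO1, the 3 samples of one genotype all lay above the 3 of the other. With the replicate number as a block, fitted as a fixed factor in limma, the unadjusted p was 0.000434 for SSF2 and 0.0262 for RCO1. The correlation of same‐numbered samples, 0.008, is given beside the block as a description and did not enter the fit. The call of RCO1 was also lost under other alternatives. Without a filter on low TPM its unadjusted p was 0.0102, and with a prior variance that does not follow expression it was 0.0118 (limma).
No adjacent gene had an adjusted p under 0.1 over all 6217 genes, and 3 had an unadjusted p under 0.05. Adjusted over the 14 listed genes alone, SSF2 and RCO1 had an adjusted p under 0.1 in limma. The gene at the other side of ub‐HS5, SDD2, fell by 0.30 (SE 0.12, unadjusted p = 0.039, adjusted p = 0.613, limma). Its log2 fold change ranged from -0.391 to -0.157 with each sample left out. The remaining 11 genes had log2 fold changes between -0.57 for PEX9 and 0.29 for SPO20.

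**Figure D1:**
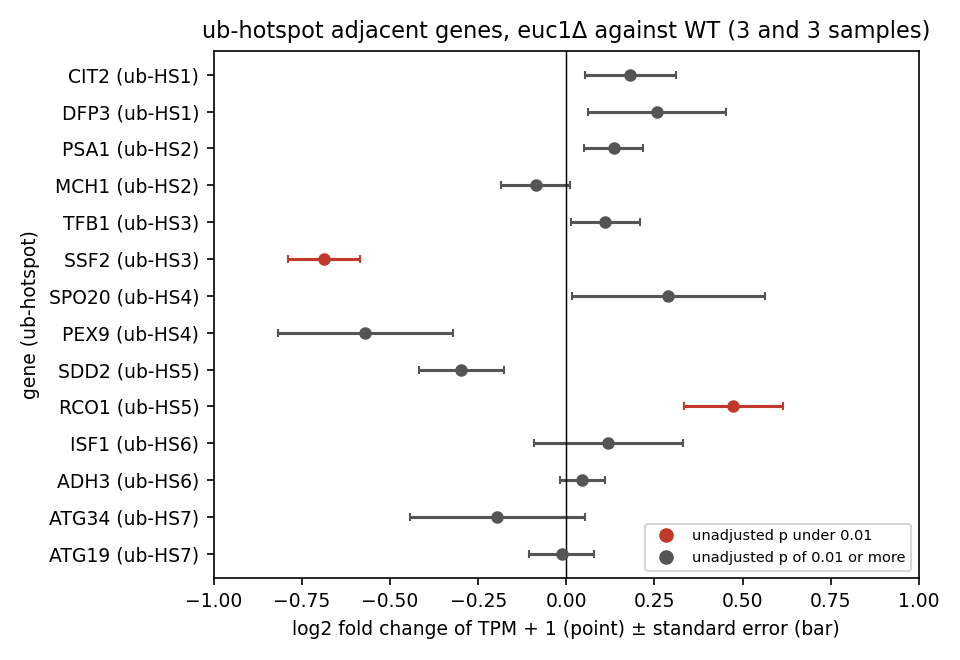
Log2 fold change on the log2(TPM + 1) scale of the 14 ub‐hotspot adjacent genes, 3 euc1∆ against 3 WT samples, with the standard error of limma as error bars. SSF2 at -0.69 and RCO1 at 0.47, in red, have an unadjusted p under 0.01.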

In *euc1∆* cells, only 2 of 15 genes in direct proximity of ub‐hotspots were significantly up‐ or downregulated in expression, with opposing trends (*RCO1* up, *SSF2* down, Fig 7A, Appendix Fig S8A). 

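Over the whole transcriptome, 120 genes had an unadjusted p under 0.01 in limma, where 62.2 of the genes tested would pass by chance. Of the 120 genes, 30 were higher and 90 lower in euc1∆ than in WT. An unadjusted p under 0.05 was found for 469 genes, and 2 genes, EUC1 and PAU9, had an adjusted p under 0.1. The counts moved most when all 12 samples of both experiments shared an estimate of the spread, with 325 genes under an unadjusted p of 0.01 and 101 genes under an adjusted p of 0.1. With the replicate number as a block (correlation of same‐numbered samples 0.008), 92 genes passed, 11 higher and 81 lower, of which 74 were among the 120. Under a correction for GC content and gene length, chosen after the values were seen, 70 genes were higher and 71 lower. Before it, log2 fold changes correlated with the log of gene length at 0.337. A bias of gene length may thus account for part of the excess of falls, and single genes are given here without this correction. Leaving out a sample gave 81 to 206 genes. It also moved the split by direction, from 99 higher and 107 lower without WT replicate 3 to 19 higher and 157 lower without euc1∆ replicate 1. Among the 3 other splits of the 6 samples that part all same‐numbered pairs, 27 to 251 genes had an unadjusted p under 0.01.
MED11 (YMR112C), a subunit of Mediator on chromosome XIII from 494100 to 494495, was expressed at 64.3 ± 1.98 TPM (SD, n = 3) in WT and 41.6 ± 6.33 TPM (SD, n = 3) in euc1∆ cells. Its log2 fold change was -0.63 (SE 0.11, adjusted p = 0.175, limma; unadjusted p with the replicate block 0.00119). The value sums the resident and the integrated copy of MED11, and URA3, the marker of the integrated plasmid, changed by 0.060 (SE 0.077, adjusted p = 0.913, limma). SBH2 (YER019C-A), which encodes a component of the Ssh1 translocon on chromosome V from 194273 to 194539, decreased from 615 ± 56.6 to 426 ± 38.3 TPM (SD, n = 3 each). Its log2 fold change was -0.53 (SE 0.095, adjusted p = 0.175, limma; unadjusted p with the replicate block 0.000755). PAU9 (YBL108C-A), a seripauperin gene on chromosome II from 7605 to 7733, was listed at 0 TPM in the 3 WT samples and at 3.67, 5.70 and 3.53 TPM in the 3 euc1∆ samples (adjusted p = 0.0957, limma; unadjusted p with the replicate block 9.92e-05). The adjusted p of PAU9 was no longer under 0.1 with a pseudocount of 0.1 or 5, or with the replicate block. All 55 windows of 75 bp in PAU9 occur elsewhere in the genome, so its reads cannot be told from those of other places.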

More than 150 genes showed a significant change in *euc1∆* (*P* < 0.01), suggesting that Euc1 may play a widespread function in the regulation of gene expression or reflecting a cellular adaptation to loss of *EUC1* (Dataset EV6). 

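The GO enrichment was not repeated here. Gene sets were drawn up after GO terms of Dataset EV6 and tested with limma's camera, which asks whether the members of a set rank above or below all other genes, at an inter‐gene correlation of 0.01 and adjusted over the 8 sets of both experiments. These terms were found by the authors in the same samples, so the p‐values of the sets are no independent support for them. All 11 genes of branched‐chain amino acid biosynthesis were higher in euc1∆ than in WT, with a mean log2 fold change of 0.25 (adjusted p = 4.35e-08, camera; 8.22e-09 with the replicate block, correlation of same‐numbered samples 0.008). The mean was higher in each of the 3 euc1∆ samples than in each WT sample, and between 0.15 and 0.36 with a sample left out. With the inter‐gene correlation estimated for each set, the adjusted p was 0.163, and over all alternatives it ranged from 9.26e-11 to 0.163. Changes of single members ranged from 0.069 for BAT1 to 0.42 for LEU1. Of the 12 arginine and urea cycle genes, 9 were higher and 3 lower, with a mean log2 fold change of 0.13 (adjusted p = 0.000469, camera; 0.000752 with the replicate block). Its adjusted p over the alternatives ranged from 0.000396 to 0.21, the latter with the correlation estimated for the set. Among its members, ARG1 (0.37, adjusted p = 0.204, limma) and CAR1 (0.40, adjusted p = 0.305, limma) changed most.
Fig 7A labels 3 further metabolic genes. ALD5 (YER073W), a mitochondrial aldehyde dehydrogenase gene on chromosome V from 304030 to 305592, increased from 222 ± 30.3 to 287 ± 14.5 TPM (SD, n = 3 each), a log2 fold change of 0.38 (SE 0.11, unadjusted p = 0.00671, adjusted p = 0.426, limma). ILV5 (YLR355C), which encodes acetohydroxyacid reductoisomerase of the branched‐chain amino acid pathway on chromosome XII from 838066 to 839253, increased from 1679 ± 206 to 2079 ± 90.8 TPM (SD, n = 3 each), or by 0.32 (SE 0.094, unadjusted p = 0.00988, adjusted p = 0.51, limma). PFK1 (YGR240C), the phosphofructokinase alpha subunit gene on chromosome VII from 970771 to 973734, was at 201 ± 24.5 TPM in WT and 245 ± 13.6 TPM in euc1∆ cells (SD, n = 3 each), a log2 fold change of 0.29 (SE 0.099, unadjusted p = 0.0201, adjusted p = 0.548, limma). With the replicate block, the unadjusted p in limma was 0.0107 for ALD5, 0.0182 for ILV5 and 0.0267 for PFK1. Without a filter on low TPM it was 0.0104 for ILV5. With a sample left out, ALD5 and ILV5 stayed under 0.01 only in the fit without WT replicate 3. In the other such fits the unadjusted p reached 0.0231 for ALD5 and 0.0306 for ILV5. A prior variance that does not follow expression gave 0.0167 for ALD5 and 0.0256 for ILV5, while the median‐of‐ratios rescaling gave 0.00885 for PFK1.

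**Figure D2:**
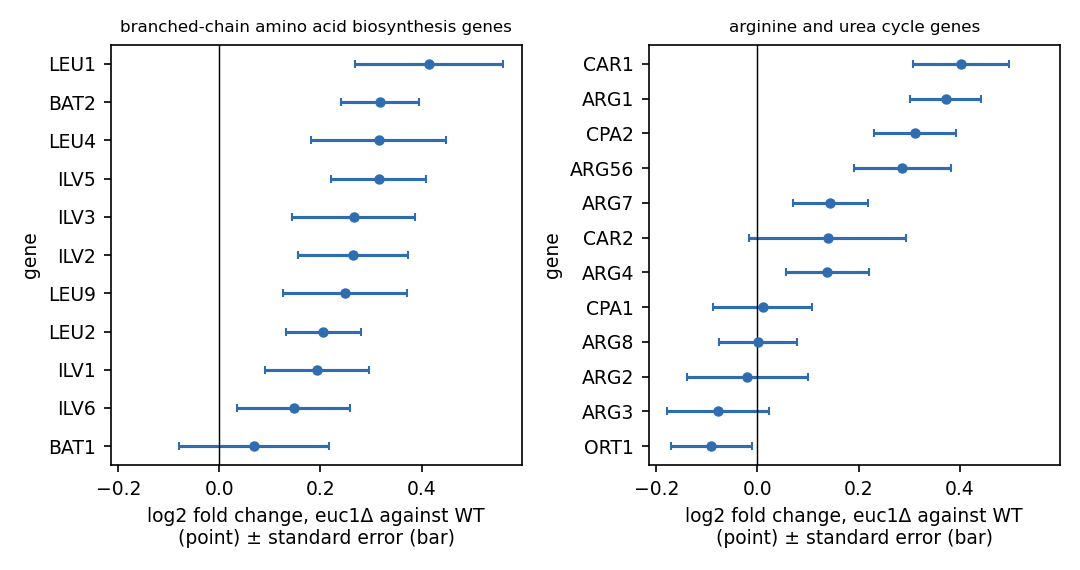
Log2 fold change on the log2(TPM + 1) scale of the branched‐chain amino acid genes and of the arginine and urea cycle genes, 3 euc1∆ against 3 WT samples, with the standard error of limma as error bars. All 11 branched‐chain amino acid genes and 9 of the 12 arginine and urea cycle genes lie above 0.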

Gene ontology (GO) term enrichments suggest an upregulation of small molecule metabolic processes (e.g., carboxylic acid and amino acid metabolism, Dataset EV6). 

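The median absolute log2 fold change of the 14 ub‐hotspot adjacent genes between euc1∆ and WT was 0.19. Among 10000 random lists of 14 genes with similar expression, whose median was 0.11, this lay at percentile 96.9. The percentile fell to 61.3 without the first WT sample, and it was 61.3 to 98.5 over the 6 ways to leave out a sample. For all 24 tested features within 5 kb of a ub‐hotspot, the median was 0.12, at percentile 76.8. Elsewhere in the genome, 106 genes changed by more than the 0.69 of SSF2, the largest change among the adjacent genes, and 25 of them had an unadjusted p under 0.01 in limma. The paper, which found few of the adjacent genes changed and these in opposite directions, sees no support in its data for a direct activation of these genes by Euc1, at least under the conditions tested.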

Overall, these data do therefore not provide support for a role of Euc1 as direct transcriptional activator of ub‐hotspot adjacent genes, at least not in the tested conditions.

**Figure 7:**
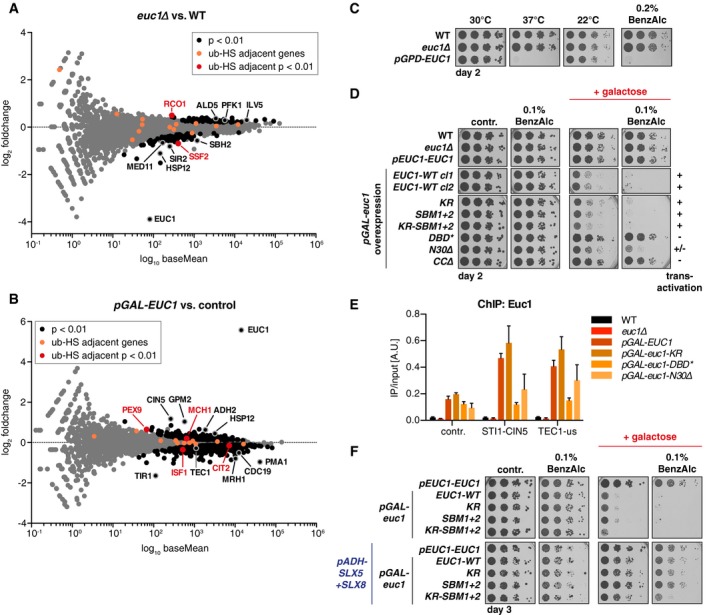
The ub‐hotspot pathway is required to regulate aberrant Euc1 function Deletion of *EUC1* does not lead to ub‐HS adjacent gene deregulation, but rather widespread transcriptome changes. Total RNA isolated from WT and *euc1∆* cells was polyA‐enriched and sequenced (RNAseq, triplicates). Significance testing was based on the Wald test, see Materials and Methods for details. See also Appendix Fig S8A for quantification of selected transcripts by qPCR. baseMean: mean expression levels across all samples.RNAseq transcriptome analysis of *EUC1* overexpression as in (A). *∆euc1* cells with *pGAL‐EUC1* or *pEUC1‐EUC1* (control) integrated at the *URA3* locus (YIplac211) were grown to mid‐log phase, and 2% galactose was added for 3 h. See also Appendix Fig S8E.
*EUC1* overexpression is toxic at elevated temperatures and upon exposure to the membrane‐fluidizing drug benzyl alcohol (BenzAlc). For (C, D, F), serial dilutions of the indicated strains were spotted and grown on YPD control (or selective media) plates or under conditions as indicated. See also Fig EV4A and B.
*EUC1* overexpression toxicity depends on DNA binding and transactivation. The indicated *EUC1* alleles with endogenous or galactose‐inducible promoters were integrated at the *URA3* locus (YIplac211, *euc1∆* background) and spotted on glucose control or galactose plates to induce *EUC1* overexpression. See also Appendix Fig S9A–C.Aberrant binding of overexpressed *EUC1* partially depends on Euc1 DNA binding. ChIP‐qPCR of Euc1 after 3‐h galactose induction. Note that IP/input ratios of Euc1 signals are shown, also for the control locus (contr., *TOS1* promoter) to highlight Euc1 binding at non‐ub‐HS sites. *STI1‐CIN5*: intergenic region. *TEC1‐us*: upstream (promoter) region. Data represent means ± SD (*n* = 3). A.U.: arbitrary units. See also Fig EV4C and D.Simultaneous overexpression of *SLX5* and *SLX8* rescue *EUC1* toxicity. Experiment as in (D), but with concomitant plasmid‐borne overexpression (*ADH* promoter) of *SLX5* and *SLX8* (bottom panels) and on media selecting for *SLX5/SLX8* plasmids. See also Fig EV4E and Appendix Fig S9D.

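For the overexpression, 3 samples with pGAL‐EUC1 and 3 control samples with EUC1 under its own promoter were compared, all in a euc1∆ strain of the W303 background. Cells were grown in raffinose medium before galactose was added to 2% for 3 h. The libraries were made and processed in the same way as those of the deletion. TPM values summed to 989259, 989979 and 990614 in the control samples and to 986510, 988258 and 986865 in the pGAL‐EUC1 samples. The median gene had 37.2 to 37.8 TPM in the control and 39.5 to 40.6 TPM with pGAL‐EUC1. The 10 genes with the highest values took 7.78 to 8.16% of the total. EUC1 was listed at 50.6, 30.8 and 31.6 TPM in the control samples and at 1985, 1942 and 2035 TPM in the pGAL‐EUC1 samples, a log2 fold change of 5.72 (SE 0.17, adjusted p = 6.84e-06, limma; unadjusted p with the replicate block 2.18e-08). With each sample left out in turn, this change stayed between 5.599 and 5.95. The fit covered the 6332 genes with a mean of at least 1 TPM over these 6 samples. Across genes, samples correlated at 0.984 to 0.990 within and 0.983 to 0.988 between the groups. The first principal component, with 29.8% of the variance, separated them, with scores of 10.5, 8.69 and 9.26 for the control and -9.77, -8.40 and -10.3 for pGAL‐EUC1. Deviations from the group means of same‐numbered samples correlated at -0.006, 0.189 and -0.107, with an average of 0.026.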

We noticed that mutations affecting Euc1 SUMOylation (*euc1‐KR*,* siz1∆ siz2∆*) led to stronger reporter gene activation using Euc1‐N‐Gal4‐BD reporter constructs (Appendix Fig S8B and C). Importantly, however, we failed to detect strongly deregulated genes in a transcriptome analysis of *euc1‐KR* cells (Appendix Fig S8D, Dataset EV7) putting further in question whether Euc1 acts as a transcription factor in cells.

Supporting this notion, none of the ub‐hotspot adjacent genes were strongly deregulated upon *EUC1* overexpression (Fig 7B, Appendix Fig S8E, Dataset EV8). 

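After 3 h in galactose, the median absolute log2 fold change of the 14 adjacent genes between pGAL‐EUC1 and control cells was 0.11, at percentile 50.9 of 10000 random lists with similar expression, whose median was 0.109. The percentile was 26.5 to 68.8 with each sample left out in turn. The 24 tested features within 5 kb of a ub‐hotspot had a median of 0.139, at percentile 89.7. The largest change among them was 0.63, and 108 other genes changed by more, of which 31 had an unadjusted p under 0.01 in limma. SSF2 had a log2 fold change of 0.070 (SE 0.052, adjusted p = 0.382, limma) and RCO1 of 0.059 (SE 0.063, adjusted p = 0.538, limma). After rescaling the samples by the median of ratios, these values became -0.003 for SSF2 and -0.012 for RCO1. Adjacent genes with an adjusted p under 0.1 numbered 5, over all genes tested as well as over the 14 listed genes alone. These were MCH1, PEX9, ISF1, ADH3 and ATG19. Of all 6332 genes tested, 1294 passed the same threshold, so the count does not set the adjacent genes apart. ADH3 (0.129) and ATG19 (0.154) lay little above the median log2 fold change of all genes, 0.079, and ATG19 was at 0.080 after the rescaling. From the absence of strong changes at the adjacent genes, together with the microarray of euc1‐KR cells, the paper puts in question whether Euc1 acts as a transcription factor in cells.

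**Figure D3:**
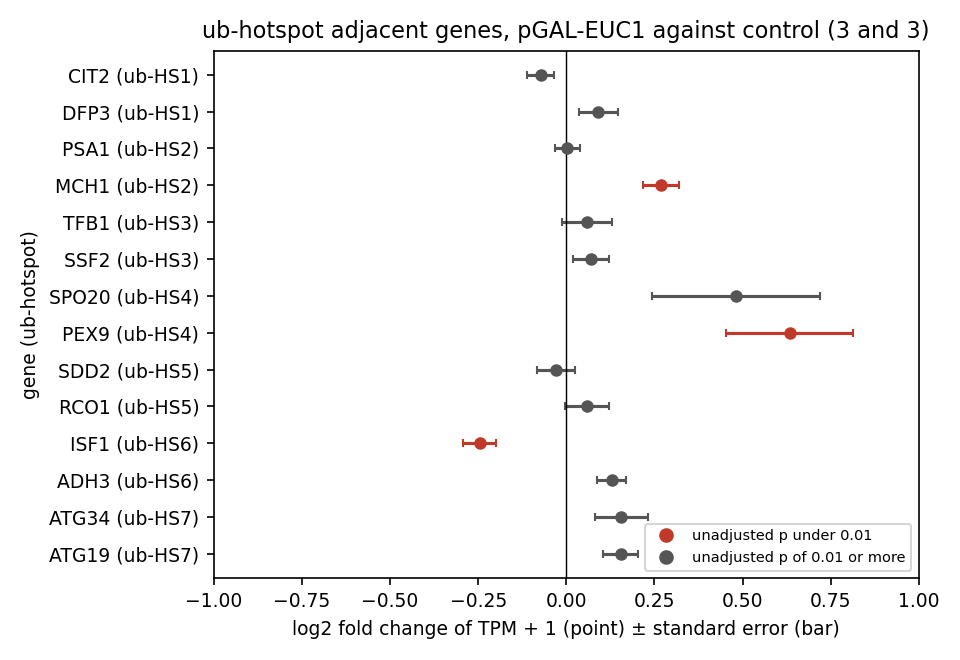
Log2 fold change on the log2(TPM + 1) scale of the 14 ub‐hotspot adjacent genes, 3 pGAL‐EUC1 against 3 control samples, with the standard error of limma as error bars. MCH1, PEX9 and ISF1, in red, have an unadjusted p under 0.01, and no gene lies beyond 0.63.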

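Among the genes next to ub‐hotspots, 3 had an unadjusted p under 0.01 between pGAL‐EUC1 and control cells in limma. MCH1 (YDL054C), a gene of the monocarboxylate permease family on chromosome IV from 359825 to 361285, increased from 37.4 ± 1.83 to 45.2 ± 1.03 TPM (SD, n = 3 each). Its log2 fold change was 0.27 (SE 0.051, unadjusted p = 0.000913, adjusted p = 0.0246, limma). PEX9 (YMR018W), which encodes a peroxisomal import receptor on chromosome XIII from 310208 to 311752, 490 bp from a motif of ub‐HS4, increased from 2.95 ± 0.598 to 5.09 ± 0.276 TPM (SD, n = 3 each), or by 0.63 (SE 0.18, unadjusted p = 0.00832, adjusted p = 0.0646, limma). ISF1 (YMR081C), on chromosome XIII from 430079 to 431095 and 2706 bp from the motif of ub‐HS6, decreased from 50.5 ± 1.11 to 42.4 ± 1.49 TPM (SD, n = 3 each), a log2 fold change of -0.25 (SE 0.047, unadjusted p = 0.000836, adjusted p = 0.0239, limma). CIT2 (YCR005C), a peroxisomal citrate synthase gene on chromosome III from 120946 to 122328, was at 495 ± 9.05 TPM in the control and 471 ± 17.6 TPM with pGAL‐EUC1 (SD, n = 3 each), a log2 fold change of -0.073 (SE 0.039, unadjusted p = 0.103, adjusted p = 0.244, limma). Some of these calls depend on the settings. The median‐of‐ratios rescaling gave an unadjusted p of 0.00456 for CIT2 and 0.0131 for PEX9 in limma. With a sample left out, PEX9 stayed under an unadjusted p of 0.01 only in the fit without control replicate 3. In the other such fits it was 0.0199 to 0.0323. Sharing the spread over all 12 samples gave an unadjusted p of 0.121 for ISF1. With the replicate block (correlation of same‐numbered samples 0.026), the unadjusted p was 0.00171 for MCH1, 0.0197 for PEX9, 0.00329 for ISF1 and 0.135 for CIT2. Of the 24 tested features within 5 kb of a ub‐hotspot, 6 had an unadjusted p under 0.01, adding YCP4, TVP18 and ABF2.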

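Across all genes, 896 had an unadjusted p under 0.01 in limma, 674 higher and 222 lower in pGAL‐EUC1 than in control cells, with 63.3 expected by chance. An adjusted p under 0.1 was found for 1294 genes, 1014 higher and 280 lower. Scaling moved the direction of these changes. After the median‐of‐ratios rescaling, which took the median log2 fold change of all genes from 0.079 to 0.007, 719 genes had an unadjusted p under 0.01, 242 higher and 477 lower, and 464 of them were among the 896. An adjusted p under 0.1 was then found for 288 higher and 526 lower genes. A correction for GC content and gene length, chosen after the values were seen, gave 306 higher and 458 lower genes at an unadjusted p under 0.01. The replicate block (correlation of same‐numbered samples 0.026) gave 867 genes, 743 of them shared. With all 12 samples in a single fit, 369 genes passed an unadjusted p of 0.01 and 163 an adjusted p of 0.1. No other split of the 6 samples gave more than 58 genes with an unadjusted p under 0.01.
Fig 7B also labels genes elsewhere in the genome. GPM2 increased from 38.1 ± 0.639 to 82.1 ± 1.79 TPM (SD, n = 3 each; log2 fold change 1.09, SE 0.042, adjusted p = 2.68e-05, limma). ADH2 increased from 146 ± 4.51 to 238.0 ± 16.8 TPM (SD, n = 3 each; 0.70, SE 0.057, adjusted p = 0.00124, limma), with 11.8% of its windows of 75 bp also found elsewhere in the genome. The plasma membrane ATPase gene PMA1 decreased from 1774 ± 86.1 to 961 ± 17.6 TPM (SD, n = 3 each; -0.88, SE 0.042, adjusted p = 6.19e-05, limma). MRH1 had a log2 fold change of -0.72 (SE 0.035, adjusted p = 6.19e-05, limma) and the pyruvate kinase gene CDC19 of -0.43 (SE 0.039, adjusted p = 0.00214, limma). TIR1 fell from 20.9 ± 4.36 to 7.10 ± 1.59 TPM (SD, n = 3 each; -1.43, SE 0.18, adjusted p = 0.0064, limma), and 9.3% of its windows occur elsewhere. The block kept the unadjusted p of these 6 genes under 0.01, from 3.31e-07 for GPM2 to 4.18e-05 for TIR1.
Gene sets were drawn up by gene names after GO terms of Dataset EV8 and tested with camera as in the deletion. As there, the terms come from the same samples, so the p‐values are no independent support. The 136 genes of the cytoplasmic ribosomal protein set had a mean log2 fold change of -0.081 (adjusted p = 3.32e-25; 6e-26 with the block), 117 of them lower. The name pattern of this set also takes in RPP1, an RNase P subunit gene, with the highest change of the set, 0.41. The 54 mitochondrial ribosomal protein genes had a mean of -0.10 (adjusted p = 2.23e-18; 1.49e-18 with the block), 49 lower. Means were -0.29 for the 13 siderophore and iron uptake genes (adjusted p = 5.92e-11; 1.26e-12 with the block), led by FIT2 at -0.90 and FIT3 at -0.76, and -0.10 for the 17 glycolysis genes (adjusted p = 2.83e-06; 2.79e-06 with the block), 11 of them lower. With a sample left out, the mean of the glycolysis genes moved between -0.144 and -0.058. All 8 lysine biosynthesis genes were higher, with a mean of 0.22 (adjusted p = 0.000393; 0.000752 with the block). In 4 of these 5 sets the 3 samples of one group lay beyond those of the other (exact permutation test, two‐sided, p = 0.10), and for glycolysis genes the test gave p = 0.20. With the inter‐gene correlation estimated for each set, adjusted p‐values rose to 0.134 for the cytoplasmic ribosomal and the iron uptake genes, 0.163 for lysine and 0.261 for glycolysis, and to 0.00694 for the mitochondrial ribosomal genes.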

Four of them showed mild up‐ or downregulation, but many other genes showed stronger expression changes, in particular genes involved in cellular metabolism. Interestingly, however, overexpression of *EUC1* (*pGPD‐EUC1*,* pGAL‐EUC1*) led to lethality at elevated temperatures or upon exposure to the membrane‐fluidizing drug benzyl alcohol (Lone *et al*, 2015), while deletion of *EUC1* did not impair growth under these conditions (Figs 7C and EV4A). In line with a strict control by Slx5/Slx8, overexpressed *EUC1* also led to a strong growth phenotype when paired with *slx5∆* or *slx8∆* (Fig EV4B). Overexpression toxicity was not influenced by mutations that abolish ub‐hotspot formation, such as SUMOylation‐deficient *euc1‐KR* or Slx5‐binding‐deficient *euc1‐SBM1+2* (Fig 7D, Appendix Fig S9A), suggesting that these phenotypes are not caused by over‐active ub‐hotspots. In contrast, overexpression toxicity was dependent on DNA binding and at least in part on the N‐terminal transactivation domain, as well as on the CC domain, that also is essential for transactivation (DBD*,* N30∆*,* CC∆* alleles, Fig 7D, Appendix Fig S9A and B). This effect was not due to impaired nuclear localization, as Euc1‐WT, Euc1‐KR, and Euc1‐DBD* all localized to the nucleus (Appendix Fig S9C). Compared to endogenous Euc1, the overexpressed protein bound to additional loci as tested in ChIP‐chip and confirmed in ChIP‐qPCR (*STI1‐CIN5* intergenic, *TEC1* upstream (us), Figs 7E and EV4C), and this additional binding was strongly reduced in euc1‐DBD* and *euc1‐N30∆* cells. Importantly, binding to these additional loci did not lead to the formation of additional ub‐hotspots, collectively indicating that effects of Euc1 overexpression appear unrelated to ub‐hotspots (Figs 7E and EV4D).

**Figure EV4:**
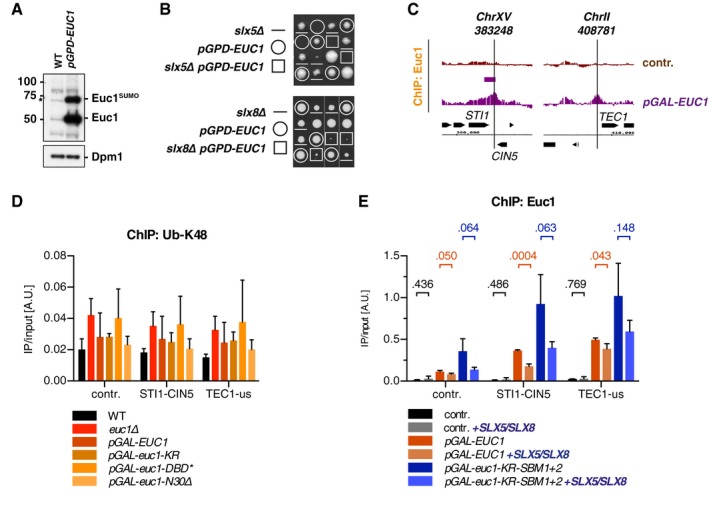
Related to Fig 7. Slx5/Slx8 alleviates *EUC1* overexpression toxicity by curbing ectopic Euc1 localization Western blot against Euc1 (and Dpm1 as loading control) to compare expression levels in WT and *pGPD‐EUC1* cells. Asterisk denotes a non‐specific band.
*EUC1* overexpression leads to strong phenotypes or lethality in *slx5∆* and *slx8∆* cells. Individual cells from tetrads (arranged in vertical columns) were grown on YPD plates at 30°C for 3 days.ChIP‐chip tracks from regions showing additional *EUC1*‐binding signals upon *EUC1*‐overexpression (*pGAL‐EUC1*, 3 h induction). Data represent means from two independent replicates.Ubiquitin (ub‐K48) ChIP‐qPCR for the same samples as shown in Fig 7E. Data represent means ± SD (*n* = 3). A.U.: arbitrary units.Overexpression of *SLX5/SLX8* leads to a reduction of aberrant Euc1 binding to non‐ub‐HS loci. ChIP‐qPCR analysis of selected strains from Fig 7F as indicated, after 3‐h galactose induction. Data represent means ± SD (*n* = 3). *P*‐values from Student's *t*‐tests for the indicated comparisons are shown.

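The transcription factor gene CIN5 (YOR028C) lies on chromosome XV from 383533 to 384420 on the minus strand. It was expressed at 16.1, 16.8 and 13.6 TPM in the 3 control samples and at 36.4, 37.7 and 36.2 TPM in the 3 pGAL‐EUC1 samples, means of 15.5 ± 1.70 and 36.8 ± 0.831 TPM (SD, n = 3 each). Its log2 fold change was 1.20 (SE 0.081, adjusted p = 0.000533, limma; unadjusted p with the replicate block 3.27e-06), between 1.11 and 1.26 with each sample left out. STI1, at the other side of the region bound by overexpressed Euc1, from 381053 to 382822, changed by 0.20 (SE 0.054, adjusted p = 0.0581, limma), from 296 ± 14.8 to 339 ± 18 TPM (SD, n = 3 each). TEC1 (YBR083W), on chromosome II from 409169 to 410629 on the plus strand, went from 74.5 ± 0.696 TPM in the control to 65.2 ± 3.02 TPM with pGAL‐EUC1 (SD, n = 3 each). The log2 fold change of TEC1 was -0.19 (SE 0.047, unadjusted p = 0.00376, adjusted p = 0.0446, limma), with an unadjusted p of 0.00769 under the replicate block (correlation of same‐numbered samples 0.026). A spread shared by all 12 samples gave an unadjusted p of 0.237 for TEC1 in limma, and the value was above 0.01 in 5 of the 6 fits that each left out a sample. In 3 samples against 3, the 3 control values of either gene did not overlap with the 3 pGAL‐EUC1 values (exact permutation test, two‐sided, p = 0.10).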

Widespread deregulation of genes upon *EUC1* overexpression could reflect direct Euc1‐dependent transcriptional regulation of these genes, but indirect effects are possible as well, given that *EUC1* overexpression deregulated other transcription factors, such as *CIN5* (a TF mediating pleiotropic drug resistance and salt tolerance) and *TEC1* (a TF targeting filamentation genes) (Fig 7B, Appendix Fig S8E, Dataset EV8).

Importantly, overexpression of *SLX5/SLX8* (*pADH‐SLX5+SLX8*) rescued Euc1 toxicity and prevented aberrant binding at *STI1‐CIN5* and *TEC1‐us* loci (Figs 7F and EV4E), but overexpression of the SUMOylation‐ and Slx5‐binding‐deficient *euc1‐KR‐SBM1+2* could not be compensated by additional *SLX5/SLX8* overexpression (Figs 7F and EV4E, Appendix Fig S9D). Taken together, we conclude that Euc1 needs to be tightly controlled by the STUbL pathway in order to restrict its action to sites of ub‐hotspots and that spurious Euc1 leads to changes in gene expression, likely via its transactivation function. In contrast, endogenous Euc1 seems to have no or only a limited effect on transcription of ub‐hotspot adjacent genes.

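With Euc1 at its endogenous level or absent, the 3 adjacent genes called upon overexpression stayed above an unadjusted p of 0.01 in limma. MCH1 was at 26.3 ± 0.687 TPM in WT and 24.8 ± 2.13 TPM in euc1∆ cells (SD, n = 3 each), a log2 fold change of -0.087 (SE 0.097, adjusted p = 0.898, limma). ISF1 was at 5.72 ± 0.907 and 6.39 ± 1.63 TPM (SD, n = 3 each), a change of 0.12 (SE 0.21, adjusted p = 0.942, limma). PEX9 went from 2.50 ± 0.124 to 1.38 ± 0.423 TPM (SD, n = 3 each; SE 0.25, unadjusted p = 0.0502, adjusted p = 0.656, limma), and reached an unadjusted p of 0.00461 with a prior variance that does not follow expression. The replicate block (correlation of same‐numbered samples 0.008) gave an unadjusted p of 0.522 for MCH1, 0.584 for ISF1 and 0.0836 for PEX9. Within 5 kb of the ub‐hotspots, 2 of the 24 tested features had an unadjusted p under 0.01 between euc1∆ and WT. Whether the effects of deletion and overexpression on these genes differ was not tested, since strain and medium differ between the experiments.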

### *EUC1* shows genetic interactions with regulators of gene expression upon thermostress

To explore the function of Euc1 and ub‐hotspots, we investigated genetic interactors of *EUC1*. Previous high‐throughput studies have suggested candidate genetic interactors that show GO term enrichments for chromatin organization, negative regulation of transcription, histone deacetylation, and related processes (Dataset EV9; Zheng *et al*, 2010; Costanzo *et al*, 2010, 2016). Indeed, we observed a negative genetic interaction of *EUC1* with *HTZ1*, encoding for histone H2A.Z and the functionally linked nucleosome remodeling complex SWR1‐C (*SWR1* and *YAF9* genes), in particular upon thermostress (heat or cold), DMSO, or HU treatment (Fig 8A, Appendix Fig S10A and B). Histone H2A.Z deposition by SWR1‐C has been implicated in the regulation of inducible promoters, heterochromatin maintenance, and genome maintenance (Billon & Côté, 2013). Genetic studies previously revealed sensitivity and interactions of mutants in the H2A.Z‐SWR1‐C pathway upon heat and DMSO stress, and H2A.Z was proposed as a nucleosomal “thermosensor” in *A. thaliana* and budding yeast (Zhang *et al*, 2005; Lindstrom *et al*, 2006; Kumar & Wigge, 2010; Gaytán *et al*, 2013). The precise molecular basis for DMSO toxicity is unclear. However, interference with membrane organization and inhibition of histone deacetylases (HDACs) have been described (Gurtovenko & Anwar, 2007; Marks & Breslow, 2007). Other negative genetic interactions became apparent with *NPL3*, an mRNA splicing and processing factor, and *STB5*, a transcription factor involved in oxidative and multidrug stress responses (Fig 8A, Appendix Fig S10A and C–F).

**Figure 8:**
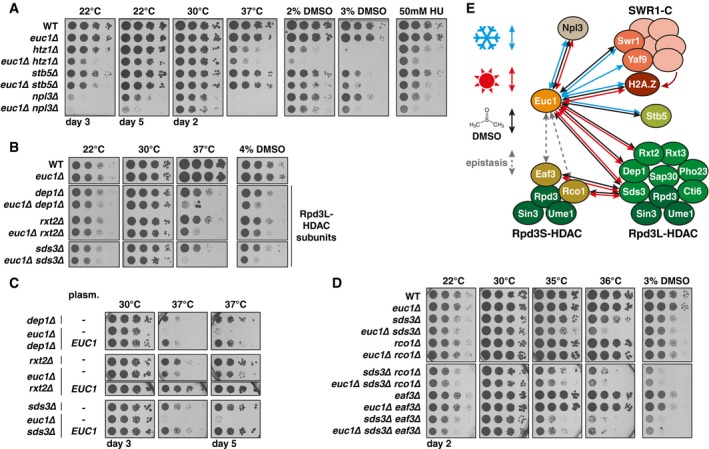
*EUC1* shows genetic interactions with regulators of gene expression upon thermo‐ and DMSO stress A, B
*EUC1* displays negative genetic interactions with genes involved in general and specific transcriptional regulation (A), and in particular with members of the Rpd3L histone deacetylase (HDAC) complex (B). For (A–D), serial dilutions of the indicated strains were spotted and grown on YPD control or selective media plates, or under conditions as indicated. For (B), plates were incubated for 2 days (22°C, 30°C, 4% DMSO) or 3 days (37°C). Note that all strains used in (A–D) contained an extra copy of *MED11*, see Appendix Fig S10C–F for details.CPlasmid‐borne *EUC1* complements genetic interactions with Rpd3L subunits. Empty vector (–) or a plasmid encoding *EUC1* with its endogenous promoter were transformed in the indicated strains and spotted on selective media.D
*EUC1* and Rpd3S act in a common pathway which is redundant with Rpd3L. *rco1∆* and *eaf3∆* (Rpd3S) show similar phenotypes when paired with *sds3∆* (Rpd3L) as *euc1∆* and are epistatic with *euc1∆*.EGraphic summary of *EUC1* genetic interactions as tested in (A–D) and Appendix Fig S10. Arrows indicate negative genetic interactions upon cold (blue), heat (red), or DMSO stress (black), and dashed gray arrows indicate epistatic relationships.

Most strikingly, deletion of *EUC1* led to a pronounced aggravation of the described heat sensitivity of cells deficient in the Rpd3L histone deacetylase complex (*dep1∆*,* rxt2∆, sds3∆*, Fig 8B and C) (Ruiz‐Roig *et al*, 2010). Rpd3 is an orthologue of human class I HDACs and is part of two major HDAC complexes in yeast (Carrozza *et al*, 2005): (i) Rpd3L, which is primarily recruited to promoter regions for transcriptional repression, but also activation, e.g., upon heat stress; and (ii) Rpd3S, which is recruited to transcribed regions by Set2‐mediated histone H3K36 methylation and has been described to control cryptic intragenic transcription by deacetylating histones within coding regions (de Nadal *et al*, 2004; Carrozza *et al*, 2005; Ruiz‐Roig *et al*, 2010). We note that the pronounced heat and DMSO sensitivity of shared Rpd3L and Rpd3S subunit mutants (*rpd3∆*,* sin3∆*) was not further increased by *euc1∆* (Appendix Fig S10G and H) and that phenotypes of Rpd3S subunit mutants (*rco1∆, eaf3∆*) were not further increased by *euc1∆* (Fig 8D). Interestingly, combination of mutations in Rpd3S (*rco1∆, eaf3∆*) and Rpd3L (*sds3∆*) showed strongly increased sensitivity to heat stress and DMSO, suggesting functional redundancy of the Rpd3L and Rpd3S complexes (Fig 8D). In this background, the effect of Rpd3S mutations was not further aggravated by deletion of *EUC1*, indicating epistasis and that Euc1 acts with Rpd3S in a pathway that mediates thermotolerance and resistance to DMSO stress (Fig 8D and E). In agreement with our assignment of *EUC1* to an Rpd3S‐related function, we found significant correlations of genes downregulated in *euc1∆* with those downregulated in published *rpd3∆* transcriptomes, but also with datasets for *set2∆*, which acts as an upstream regulator in the Rpd3S pathway (Appendix Fig S11A) (McKnight *et al*, 2015; McDaniel *et al*, 2017).

### Euc1‐mediated ub‐hotspots are crucial during stress responses when gene expression control is impaired

To corroborate a potential role of Euc1 in the response to heat stress, we performed ChIP in cells shifted to 37°C and observed a significant increase of Euc1 recruitment to ub‐hotspots, in particular in *sds3∆* cells (Fig 9A, Appendix Fig S11B). Similar trends were observed in *htz1∆* and *npl3∆* cells (Appendix Fig S11C–E). Notably, ubiquitin signals decreased at 37°C, but this effect was also seen for an Euc1‐independent ubiquitin‐bound region (ub‐only‐site1), possibly reflecting a decrease in available free ubiquitin at elevated temperatures (Fig 9A) (Finley *et al*, 1987). Overall, these data support a model whereby Euc1‐ and Slx5/Slx8‐dependent ub‐hotspots serve a role in gene expression control, which becomes critical upon exposure to thermo‐ and other stress conditions.

**Figure 9:**
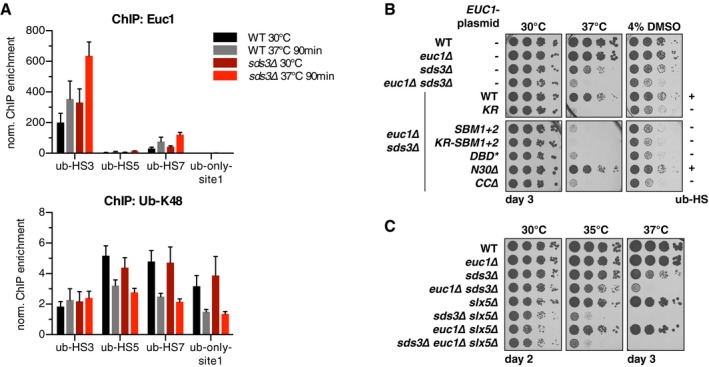
Euc1‐mediated ub‐hotspots and Slx5/Slx8 are crucial for a functional stress response under impaired gene expression control Euc1 is recruited to ub‐HSs upon mild heat stress (37°C, 90 min). ChIP‐qPCR experiments with strains and conditions as indicated. Data represent means ± SD (*n* = 4), see Appendix Fig S11B for statistical analysis.The ability to form ub‐hotspots is crucial for endogenous *EUC1* function. The genetic interaction of *EUC1* with *SDS3* (Rpd3L complex) was rescued with plasmid‐borne *EUC1* alleles, and serial dilutions were spotted on selective media. (–) denotes empty vector. See also Appendix Fig S12A and B.
*SLX5* also shows negative genetic interactions with *SDS3* upon heat stress. Serial dilutions of the indicated strains were spotted on YPD and incubated as indicated. See also Appendix Fig S12C and D. Note that all strains used in (A–C) contained an extra copy of *MED11*, see Appendix Fig S10C–F for details.

Therefore, we wondered whether transactivation or ub‐hotspot functions would be required in the context of endogenous Euc1 function. Plasmid‐borne expression of Euc1 was used to complement *euc1Δ* phenotypes. Notably, transactivation‐deficient *euc1‐N30∆* and WT *EUC1* could both rescue temperature and DMSO sensitivity in *sds3∆* and *npl3∆* backgrounds (Fig 9B, Appendix Fig S12A). In contrast, *euc1* mutants deficient in ub‐hotspot formation (KR, SBM1+2, KR‐SBM1+2, DBD*, CCΔ, Figs 4D and 6C, Appendix Figs S3E and S12B) behaved like *euc1∆*, suggesting that specifically ub‐hotspots are required for thermotolerance and resistance against DMSO in the context of the Rpd3S pathway (Fig 9B, Appendix Fig S12A). Consistently, we found that deletion of *SLX5* and *SLX8* enhanced *sds3∆* heat sensitivity as well (Fig 9C, Appendix Fig S12C) and that deletion of *EUC1* did not further aggravate these phenotypes. Also, these genetic interactions are likely dependent on ub‐hotspot function, as they could be rescued by plasmid‐borne expression of WT *SLX5* but only to a minor extent by slx5‐SIM* and *slx5‐Md∆* (Appendix Fig S12D).

We therefore conclude that Euc1‐ and Slx5/Slx8‐dependent ub‐hotspots are critical for thermotolerance and the response to other stresses, and that Euc1 is functionally linked to gene regulation by the Rpd3S histone deacetylase.

## Discussion

### A complex cascade controls proteins bound at ub‐hotspots

Chromatin is a tightly controlled cellular environment. In recent years, STUbLs and the Cdc48/p97 segregase have emerged as components of the ubiquitin–proteasome system that critically control protein–DNA transactions across species (Ramadan *et al*, 2007; Wilcox & Laney, 2009; Ndoja *et al*, 2014; Maric et al, 2014; Franz *et al*, 2016; Nie & Boddy, 2016). By generating genome‐wide ubiquitin and Slx8 binding profiles, in this work we identified specific intergenic sites in the yeast genome—ub‐hotspots—where the SUMO and ubiquitin pathways converge to control the abundance of proteins on DNA.

We elucidated a cascade of events controlling ub‐hotspots suggesting the following model (summarized in Fig 6E): (i) The DNA‐encoded ub‐HS‐motif is bound by Euc1 via its GCR1 domain. (ii) Ubc9, Siz1, or Siz2 modify Euc1 with SUMO, and SUMOylation stabilizes DNA binding of Euc1. (iii) Euc1 recruits Slx5/Slx8 via specific contacts between Euc1 and the middle domain of Slx5 (Slx5‐Md), as well as an additional SUMO‐SIM‐mediated interaction. (iv) Slx5/Slx8 ubiquitylate Euc1 and presumably other targets at ub‐hotspots, and (v) the Cdc48^Ufd1‐Npl4^ complex, together with Ubx4 and Ubx5, removes K48‐linked ubiquitylated proteins from chromatin. Such extracted, ubiquitylated proteins could be either degraded by the proteasome or recycled by deubiquitylation as it has been found for other TFs (Inui *et al*, 2011), even if marked with K48‐linked ubiquitin chains (Flick *et al*, 2004). Euc1 itself does not seem to underlie extensive turnover, as it is a very stable protein (Fig EV2E).

Sequence‐specific binding and the resulting highly localized ChIP signals offer an attractive explanation as to why signals at ub‐hotspots appear so strongly enriched over other events of STUbL binding and ubiquitylation, which are known to occur on chromatin. Importantly, ub‐hotspots exhibit a considerable variability in the quantity of Euc1, Slx5/Slx8, and ubiquitin enrichment (Fig 1B, D and E), with an apparent correlation of Euc1 and Slx5/Slx8 enrichment, but not ubiquitin enrichment (Fig EV2F). This phenomenon could be explained by either variable efficiency of ubiquitylation at different ub‐hotspots or the association of other proteins with the Euc1 complex. These proteins might then become targets of Slx5/Slx8‐dependent ubiquitylation. In line with such an “*in trans* ubiquitylation” model, other studies have found that STUbLs can also target interaction partners of SUMOylated proteins (Abed *et al*, 2011; Schweiggert *et al*, 2016). Notably, this model implies that ubiquitylation substrates may not necessarily be the same for all ub‐hotspots. Overall, such a cascade of binding and modification events at the ub‐hotspots offers ample possibility for regulation and fine‐tuning.

### Euc1 and ub‐hotspots function in tolerance to cellular stress

What could be the cellular function of Euc1? Euc1 shares similarity in domain architecture with transcription factors (TFs) of the GCR1 domain family, including DNA‐binding, transactivation, and coiled‐coil dimerization domains (Fig 3A) (Holland *et al*, 1987; Hohmann, 2002). All three previously characterized GCR1 domain TFs function as transcriptional regulators during the adaptation of cells to changing environmental conditions, such as glucose availability and osmotic stress (reviewed in Hohmann, 2002). Notably, while we find that Euc1 can activate transcription in reporter gene assays, our evidence so far does not suggest that Euc1 would function as transcription factor at ub‐hotspots. It is possible that Euc1's role as transcription factor is only activated upon a specific, currently unknown stimulus, but we favor a model whereby Euc1 exerts its major function through the formation of ub‐hotspots, which seems independent of transactivation (Fig 9B, Appendix Fig S12A).

Our data highlight negative genetic interactions with other players regulating gene expression (H2A.Z‐SWR1‐C pathway, *NPL3*,* STB5,* and Rpd3L complex), in particular under stress conditions such as exposure to cold, heat, or DMSO. Consistently, several of the *EUC1* interactors have well‐described functions in stress adaptation, apparently by their widespread functions in gene expression (de Nadal *et al*, 2004; Kumar & Wigge, 2010; Ruiz‐Roig *et al*, 2010; Moehle *et al*, 2012; Gaytán *et al*, 2013). Importantly, our genetic analysis places Euc1 in a functional pathway with the Rpd3S complex (Fig 8D and E). Rpd3, an orthologue of mammalian HDAC1 family enzymes, which generally repress transcription, was shown to be recruited to promoters of osmo‐ and heat stress‐responsive genes, mostly as part of the Rpd3L complex, to activate their expression under stress conditions (de Nadal *et al*, 2004; Yang & Seto, 2008; Ruiz‐Roig *et al*, 2010). On the other hand, the Rpd3S complex mainly acts within transcribed regions and is recruited by Set2‐mediated H3K36 methylation to deacetylate histone H4 and establish a repressed state after transcription to prevent spurious cryptic transcription (Carrozza *et al*, 2005). More recently, cryptic transcripts regulated by this pathway have been demonstrated to also regulate promoter states and transcription of coding transcripts, in particular upon changing nutrient or stress conditions and in aged cells (Sen *et al*, 2015; Kim *et al*, 2016; McDaniel *et al*, 2017).

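SIR2 (YDL042C), the gene of an NAD‐dependent histone deacetylase on chromosome IV from 376757 to 378445 on the minus strand, was listed at 23.2, 28.8 and 32.1 TPM in the 3 WT samples and at 15.6, 15.2 and 15.6 TPM in the 3 euc1∆ samples. The means were 28.0 ± 4.50 and 15.5 ± 0.259 TPM (SD, n = 3 each). The log2 fold change of SIR2 was -0.81 (SE 0.13, unadjusted p = 0.000224, adjusted p = 0.16, limma) and stayed between -0.93 and -0.71 with each sample left out. With the replicate number as a block (correlation of same‐numbered samples 0.008), its unadjusted p was 0.000733 in limma. Values of RCO1 in single samples were 14.1, 18.3 and 16.9 TPM in WT and 26.7, 20.2 and 22.7 TPM in euc1∆ cells. The lowest euc1∆ value of RCO1 exceeded the highest WT value by less than the spread within either group, and 4 of the 6 fits without a sample gave an unadjusted p of 0.01 or more in limma. Both SIR2 and RCO1 had an exact permutation p of 0.10 (two‐sided).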

While the precise mechanism by which Euc1 and Rpd3S cooperate is currently elusive, our data provide clues to guide future research: In *euc1∆* cells, several genes are misregulated, including *RCO1* of the Rpd3S complex (upregulated) and *SIR2*, a sirtuin family HDAC (downregulated). Strikingly, *HSP12* was downregulated in *euc1∆* and upregulated upon *EUC1* overexpression. 

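HSP12 (YFL014W) lies on chromosome VI from 107256 to 107585 on the plus strand. In the deletion experiment it was listed at 64.97, 79.16 and 54.96 TPM in WT and at 24.6, 23.7 and 46.8 TPM in euc1∆ cells, means of 66.4 ± 12.2 and 31.7 ± 13.1 TPM (SD, n = 3 each). The log2 fold change was -1.10 (SE 0.25, unadjusted p = 0.0024, adjusted p = 0.294, limma), between -1.41 and -0.93 with each sample left out. Its unadjusted p was 0.00324 with the replicate block (correlation of same‐numbered samples 0.008), 0.0116 without the first and 0.0103 without the second WT sample. In the overexpression experiment, HSP12 was listed at 655, 688 and 685 TPM in control and at 1047, 966 and 903 TPM in pGAL‐EUC1 cells, means of 676 ± 18.1 and 972 ± 72.6 TPM (SD, n = 3 each). This log2 fold change was 0.52 (SE 0.056, unadjusted p = 1.78e-05, adjusted p = 0.00361, limma; unadjusted p with the replicate block 0.000118, correlation of same‐numbered samples 0.026), and 0.47 to 0.57 with each sample left out. With the spread shared by all 12 samples, its unadjusted p was 0.0278. In either experiment the 3 samples of one group all lay above the 3 of the other (exact permutation test, two‐sided, p = 0.10). Levels of the experiments come from different strains and media and were not tested against each other.

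**Figure D4:**
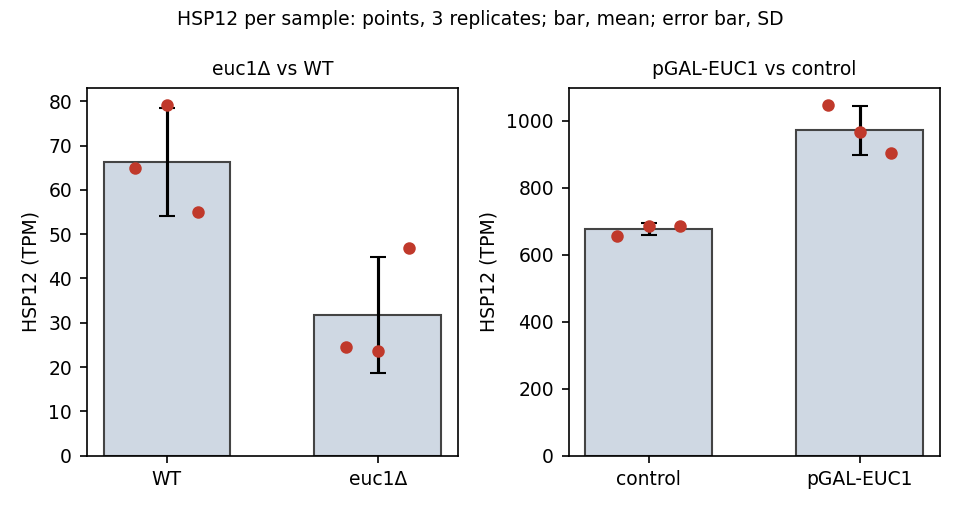
HSP12 in TPM for WT and euc1∆ cells in glucose medium and for control and pGAL‐EUC1 cells after 3 h in galactose. Points are the 3 samples of each group, bars the mean and error bars the SD. The euc1∆ samples lie between 23.7 and 46.8 TPM, below all WT samples, and the pGAL‐EUC1 samples between 903 and 1047 TPM, above all control samples.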

Hsp12 is involved in maintaining membrane organization and is a direct target of Rpd3‐dependent activation upon osmotic stress (de Nadal *et al*, 2004). Deregulation of cellular membrane homeostasis could also provide a rationale for the observed phenotypes of *EUC1* overexpression strains upon exposure to benzyl alcohol, which has been described to interfere with membrane organization (Lone *et al*, 2015). Additionally, DMSO, which enhances some genetic interactions, can interfere with membrane organization and cells require the H2A.Z pathway for DMSO tolerance (Gurtovenko & Anwar, 2007; Gaytán *et al*, 2013). Of note, DMSO was also found to cause weak HDAC inhibition (reviewed in Marks & Breslow, 2007), and might thereby also aggravate gene expression defects in already partially compromised backgrounds. In all, our data suggest a model whereby several gene regulatory mechanisms, including ub‐hotspots and Rpd3S, have overlapping functions to allow adaptation to different conditions of cellular stress.

### Specificity in the STUbL pathway is achieved by multivalent substrate–ligase contacts

Slx5‐SIMs are required for ubiquitylation of all currently known Slx5/Slx8 substrates. In yeast, several phenotypes such as hydroxyurea sensitivity, as well as accumulation of high‐molecular‐weight SUMO conjugates, can be complemented by the distantly related mammalian RNF4 or even Arkadia/RNF111 variants (Prudden *et al*, 2007; Sun *et al*, 2007, 2014; Uzunova *et al*, 2007). Because complementation is strictly SIM‐dependent, these functions may rely on a “polySUMO‐SIM interaction mode”, which would exclusively involve recognition of polySUMO chains by multiple SIMs, but not necessarily additional substrate recognition features within the different STUbLs. Also in the case of Matα2, intact SIMs of Slx5 have been shown to be required for Matα2 turnover, even though SUMOylation is not required for STUbL‐dependent ubiquitylation of Matα2, possibly because Slx5‐SIMs recognize hydrophobic features on Matα2 (Xie *et al*, 2010).

In case of Euc1, we have not observed any evidence for long SUMO chains attached to Euc1, suggesting that a “polySUMO‐SIM interaction mode” is unlikely to account for Euc1 recognition. In contrast, our data suggest that not only the SUMO‐SIM interaction, but also additional specific contacts between the central part of Euc1 and the Slx5‐Md are needed for ubiquitylation of Euc1 and possibly other substrates at the ub‐hotspots. It seems intuitive that these interaction surfaces will collectively allow a “bipartite recognition mode” and provide the required affinity/avidity for specific Slx5/Slx8 recruitment. Bipartite substrate recognition has so far not been demonstrated for Slx5/Slx8. However, it is a well‐known mode of interaction in SUMO‐regulated pathways, a prominent example being recognition of PCNA‐SUMO by the helicase Srs2 (Papouli *et al*, 2005; Pfander *et al*, 2005; Armstrong *et al*, 2012).

Notably, bipartite substrate recognition is a more general theme for STUbL enzymes: RNF4 has a basic patch that mediates targeting to nucleosomes (Groocock *et al*, 2014), as well as an arginine‐rich motif required for interaction with phosphorylated substrates (Kuo *et al*, 2014; Thomas *et al*, 2016). Arkadia/RNF111 uses its Mn/Mc domains for substrate interaction and localization (Sun *et al*, 2014). Degringolade/Dgrn uses its RING domain for interaction with Hairy (Abed *et al*, 2011). Euc1 recognition by Slx5/Slx8 may therefore serve as a guide for future research elucidating how different substrate recognition domains control the diverse STUbL functions from the response to DNA damage to early embryonic development.

## Materials and Methods

### Yeast and molecular biology methods

All yeast and molecular biology methods followed standard procedures and are specified in the Appendix Supplementary Methods.

### ChIP and ChIP‐on‐chip (ChIP‐chip) analysis

ChIP experiments were performed as described previously with minor modifications (Aparicio *et al*, 2005; Kalocsay *et al*, 2009). Briefly, cells were grown to mid‐log phase, crosslinked with formaldehyde, and chromatin was isolated and enriched for the indicated proteins with specific antibodies. Subsequently, input and enriched DNA were quantified by qPCR on a Light Cycler 480 System (Roche) or analyzed on yeast tiling arrays (NimbleGen) for genome‐wide binding data. Genome‐wide binding profiles (ChIP‐chip) were generated from two independent experiments including a dye‐swap, except for ubiquitin (FK2) *rad6∆* and IgG WT profiles in Fig 1A. All ChIP‐qPCR data presented are means ± SD from 2 to 5 independent experiments with > 10^9^ cells and triplicate qPCR quantification. Where *P*‐values are given, an unpaired, two‐tailed Student's *t*‐test was applied. See Appendix Supplementary Methods for details.

### Yeast one‐hybrid (Y1H) screen and reporter gene assays

To isolate proteins binding to the ub‐HS‐motif, two independent Y1H screens were performed. For screen 1, the reporter strain carrying a *ubx5∆* allele (MJK391) was derived from YM4271 (Clontech). For screening, three copies of the mapped ub‐HS4‐motif (chromosome XIII 308901‐308939) were cloned upstream of a minimal promoter followed by *HIS3* (cloned from pHISi‐1 (Clontech)) and integrated at the *URA3* locus. A yeast cDNA library cloned into a vector with an N‐terminally fused Gal4 activation domain (AD) (Dualsystems) was transformed into the strain, and clones were selected on media lacking histidine supplemented with 50 mM 3‐amino‐triazole (3AT). Positive clones were isolated, retested, and sequenced. Screen 2 was performed by Hybrigenics Services SAS (Paris, ULTImate Y1H Screen), with three copies of chromosome XIII 308898‐308939 upstream of a *HIS3* reporter gene in *UBX5* cells and 2 mM 3AT selection.

For Y1H/reporter gene assays, either plasmids encoding AD‐fusion constructs or untagged proteins were transformed, several clones were mixed, adjusted to OD_600_ = 0.5, and fivefold serial dilutions were spotted on control or selective media and incubated at 30°C for 2–5 days as indicated.

### Transcriptome analysis (RNAseq)

Total RNA was isolated as detailed in Appendix Supplementary Methods, polyA RNA was enriched (NEBNext Poly(A) mRNA Magnetic Isolation Module #E7490), and libraries were prepared for sequencing (NEBNext Ultra II RNA library prep Set for Illumina #E7770L) and barcoded (NEBNext Multiplex Oligo for Illumina #E7335L, #E7500L, #E7710L, #E7730L), all according to the manufacturer's instructions. 75‐bp single‐end reads were obtained by sequencing on an Illumina NextSeq 500 instrument using a NextSeq 500/550 High Output Kit v2 (75 cycles, Illumina). Sequencing reads were aligned to the yeast transcriptome (ENSEMBL R64‐1‐1, annotation version 94) using STAR (v. 2.6.0a). Read counts per gene were provided by STAR, and TPM expression values were calculated with RSEM (v. 1.3.0). We used the unfiltered count table for differential expression analysis in DESeq2 (v. 1.22.2). Based on the standard pipeline, we estimated size factors and dispersion values for each gene and fitted a generalized linear model with a single factor “genotype”. Significance testing was based on the Wald test (default parameters). The results were extracted with an alpha of 0.1, an lfcThreshold of 0, and independent filtering (default parameters).

Microarray‐based transcriptome analysis was performed using GeneChIP Yeast Genome 2.0 arrays (Affymetrix) and is detailed in the Appendix Supplementary Methods.

### Biochemical methods

For co‐immunoprecipitation, cells were lysed under native buffer conditions and cleared lysate was subjected to immunoprecipitation with either specific Euc1 antibody or anti‐FLAG resin (M2, Sigma). Eluted proteins were probed by Western blot (WB). See Appendix Supplementary Methods for details.

To detect proteins covalently modified by either SUMO or ubiquitin, yeast strains expressing either N‐terminally histidine‐tagged SUMO (7 histidines) or ubiquitin (6 histidines) under the control of the *ADH1* promoter, integrated at the *URA3* locus, were used. Subsequently, NiNTA‐PDs using either NiNTA agarose (Figs 4E and EV2B) or magnetic agarose beads (all others, both Qiagen) were performed as described (Psakhye & Jentsch, 2016).

Additional materials and methods can be found in the Appendix Supplementary Methods; for yeast strains, see Appendix Table S1, plasmids Appendix Table S2, qPCR primers Appendix Table S3.

## Author contributions

MH, MJK, BP, and SJ designed experiments and analyzed data. MH performed experiments for Figs 1B and D–F, and 2E, G and H, and 3 and 4C, E and F, and 4, 5, 6, 7 and EV1H and EV2A–G and I, and EV3B and C, and EV4, Appendix Figs S2E, S3–S7, S8A–C and E, and S9–S12. MJK performed experiments for Figs 1A and B, and F–G and 2A–D and F, and 4A and B, and D, and EV1A–G and EV2H and EV3A and B, Appendix Figs S1, S2A–D and S8D. TS performed analysis of ChIP‐chip and RNAseq data. RP and BHH performed analysis of *de novo* motif searches. MH and BP wrote the manuscript, and all authors commented on the manuscript.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Dataset EV6 Click here for additional data file.

Dataset EV7 Click here for additional data file.

Dataset EV8 Click here for additional data file.

Dataset EV9 Click here for additional data file.

Source Data for Expanded View and Appendix Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

Yeast strains and plasmids are available on request. ChIP‐chip, RNAseq, and microarray data are available from Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) entry GSE118818.

# Supplementary material for: Slx5/Slx8‐dependent ubiquitin hotspots on chromatin contribute to stress tolerance
**Source:** EMBO J. 2019 Apr 23;38(11):e100368. doi: 10.15252/embj.2018100368
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

# Expanded View Figures

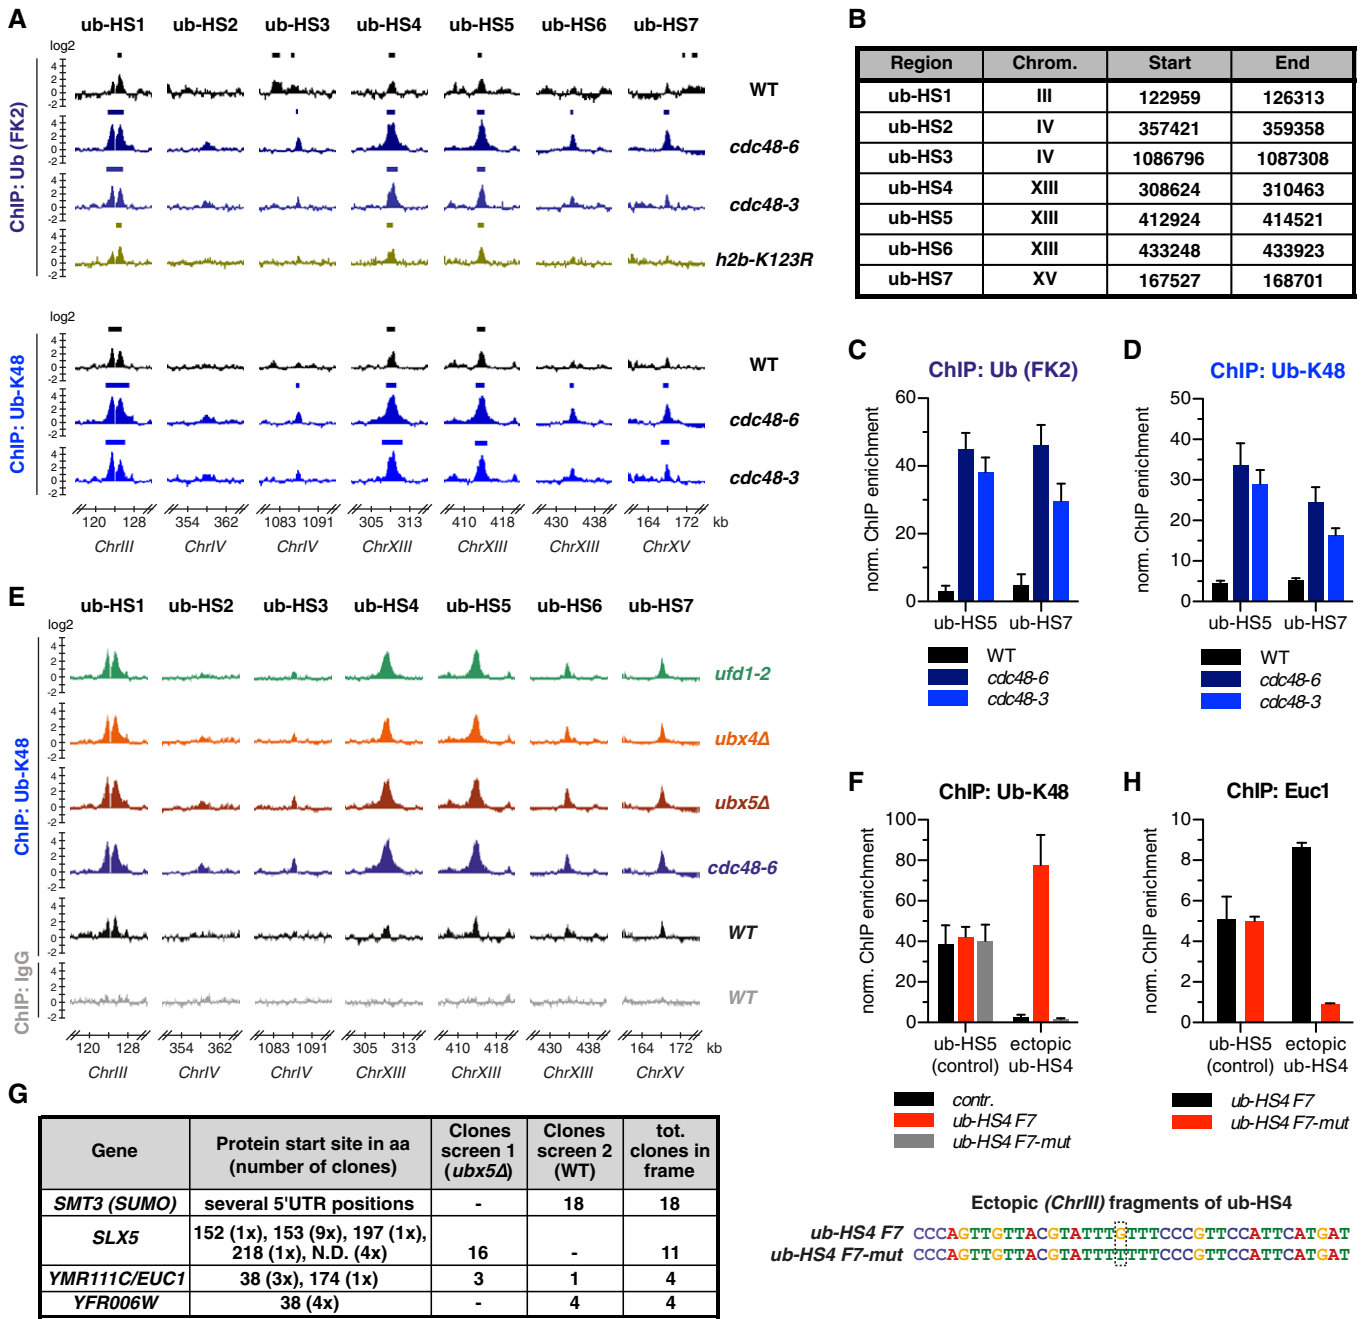

Figure EV1.

**Figure EV1. Related to Figs 1 and 2. Seven ubiquitin hotspots across the yeast genome share a Cdc48-dependent extraction mechanism and recruit Ymr111c/Euc1.**

- A The FK2 ubiquitin antibody and a ub-K48 specific antibody detect the same ub-HSs in genome-wide ChIP-chip experiments. 16-kb windows from genome-wide ChIP-chip data using either the ubiquitin (FK2) or ub-K48 (clone Apu2) antibodies are shown. For comparison, data for ubiquitin (FK2) ChIP in WT, *cdc48-6*, *cdc48-3* are reproduced from Fig 1B and for *h2b-K123R* partially (ub-HS4) from Fig 1A. Data represent means from two independent replicates.
- B Table summarizing the ub-HSs identified in Fig 1B. Stretches were defined by significantly enriched regions in ub-K48 ChIP-chip in *cdc48-6* (all except ub-HS2) or Slx8-9myc-enriched regions in the *cdc48-3* background (ub-HS2).
- C, D Ubiquitin signals increase around 5–10-fold in both *cdc48-6* and *cdc48-3* mutants with ubiquitin (FK2) and ub-K48-chain-specific antibodies. ChIP-qPCR experiment using ubiquitin (FK2) (C) and ub-K48 (D) antibodies and indicated strains. Data represent means  $\pm$  SD ( $n = 3$  for (C),  $n = 4$  for (D)).
- E *ufd1-2*, *ubx4 $\Delta$* , and *ubx5 $\Delta$*  show an increase of ubiquitin conjugates at all ub-HSs similar to *cdc48-6*. Genome-wide ChIP-chip data using the ub-K48 or a non-specific IgG control antibody for the indicated strains. Data for WT and *cdc48-6* reproduced from (A) for comparison. Data represent means from two independent replicates.
- F A single point mutation within the ub-HS-motif abolishes ubiquitin enrichment. A G>T mutation was introduced in one of the conserved TTGTT repeats of *ub-HS4 F7* (bottom scheme) and integrated at the *LEU2* locus as described in Fig 2A. ChIP-qPCR for ub-K48 demonstrated that the ubiquitin enrichment is lost upon mutation of the ub-HS-motif (*ub-HS4 F7-mut*). Experiments were performed in *cdc48-6* strains. Data represent means  $\pm$  SD ( $n = 5$ ).
- G Table summarizing the confirmed hits from two independent Y1H screens as described in Fig 2D. Protein start sites are indicated. aa: amino acid, N.D.: not determined.
- H Endogenous Euc1 does not bind the mutated ub-HS4-motif. ChIP with an Euc1-specific antibody was performed in strains with *ub-HS4 F7* or *ub-HS4 F7-mut* integrated at the *LEU2*-locus as described in (F). Experiments were performed in *cdc48-6* strains. Data represent means  $\pm$  SD ( $n = 2$ ).

**Figure EV2. Related to Fig 4. Slx5/Slx8-mediated ubiquitylation does not lead to fast Euc1 degradation.**

- A Euc1 binding to ub-HSs drops in *euc1-KR* cells. ChIP against Euc1 was quantified by qPCR. Data represent means  $\pm$  SD ( $n = 2$ ).
- B Slx5 is required for Euc1 ubiquitylation. Denaturing NiNTA-PDs with <sup>His</sup>Ubi as in Fig 4E. Note that Euc1 ubiquitylation levels were abolished in *slx5 $\Delta$*  cells, but also reduced in *cdc48-3* cells.
- C, D Euc1 levels increase in *slx5 $\Delta$*  and for *euc1-KR*. Euc1 levels were quantified from WBs of three replicate samples (C) using a LI-COR Odyssey Fc imaging system and normalized to Pgk1 and wild-type levels (D). Pgk1 served as loading control. Data represent means  $\pm$  SD ( $n = 3$ ).
- E Euc1 shows slow degradation kinetics. Cells were treated with 0.5 mg/ml cycloheximide (CHX), and samples were taken at the indicated times. Quantification was done as in (C–D). Relative Euc1 signals are normalized to Dpm1 levels and to  $t = 0$ .
- F Euc1 and ub-K48 ChIP signals do not correlate. ChIP against Euc1 (top) and ub-K48 (bottom) analyzed by qPCR for all ub-HSs. Separate primer pairs were used for distinct motif occurrences within ub-HS1 and ub-HS4. Note that Euc1 signals did not increase in a *cdc48-3* strain. Data for ub-K48 ChIP for ub-HS3/HS5/HS7 are reproduced from Fig 1E for comparison. Data represent means  $\pm$  SD ( $n = 2$ ).
- G Euc1 binding to ub-HS sites is reduced—rather than increased—in *slx5 $\Delta$*  and *slx8 $\Delta$*  cells. ChIP against Euc1 was quantified by qPCR in the indicated strains. Note that the binding defect for Euc1 is similar for the *euc1-KR* and *slx5 $\Delta$*  strains. Data represent means  $\pm$  SD ( $n = 2$ ).
- H SUMOylation is required for recruitment of Slx8-9myc to ub-HSs. ChIP against Slx8-9myc was quantified by qPCR. Data represent means  $\pm$  SD ( $n = 3$ ).
- I Genome-wide binding profiles of Slx8 in *euc1 $\Delta$*  and *ubc9-1* mutant cells. ChIP-chip was performed as described in Fig 1A. Binding profiles for ub-K48 (*cdc48-3*) and for Slx8-9myc (WT, *cdc48-3*) are reproduced for comparison from Figs EV1A and 1B, respectively. Data represent means from two independent replicates.

Source data are available online for this figure.

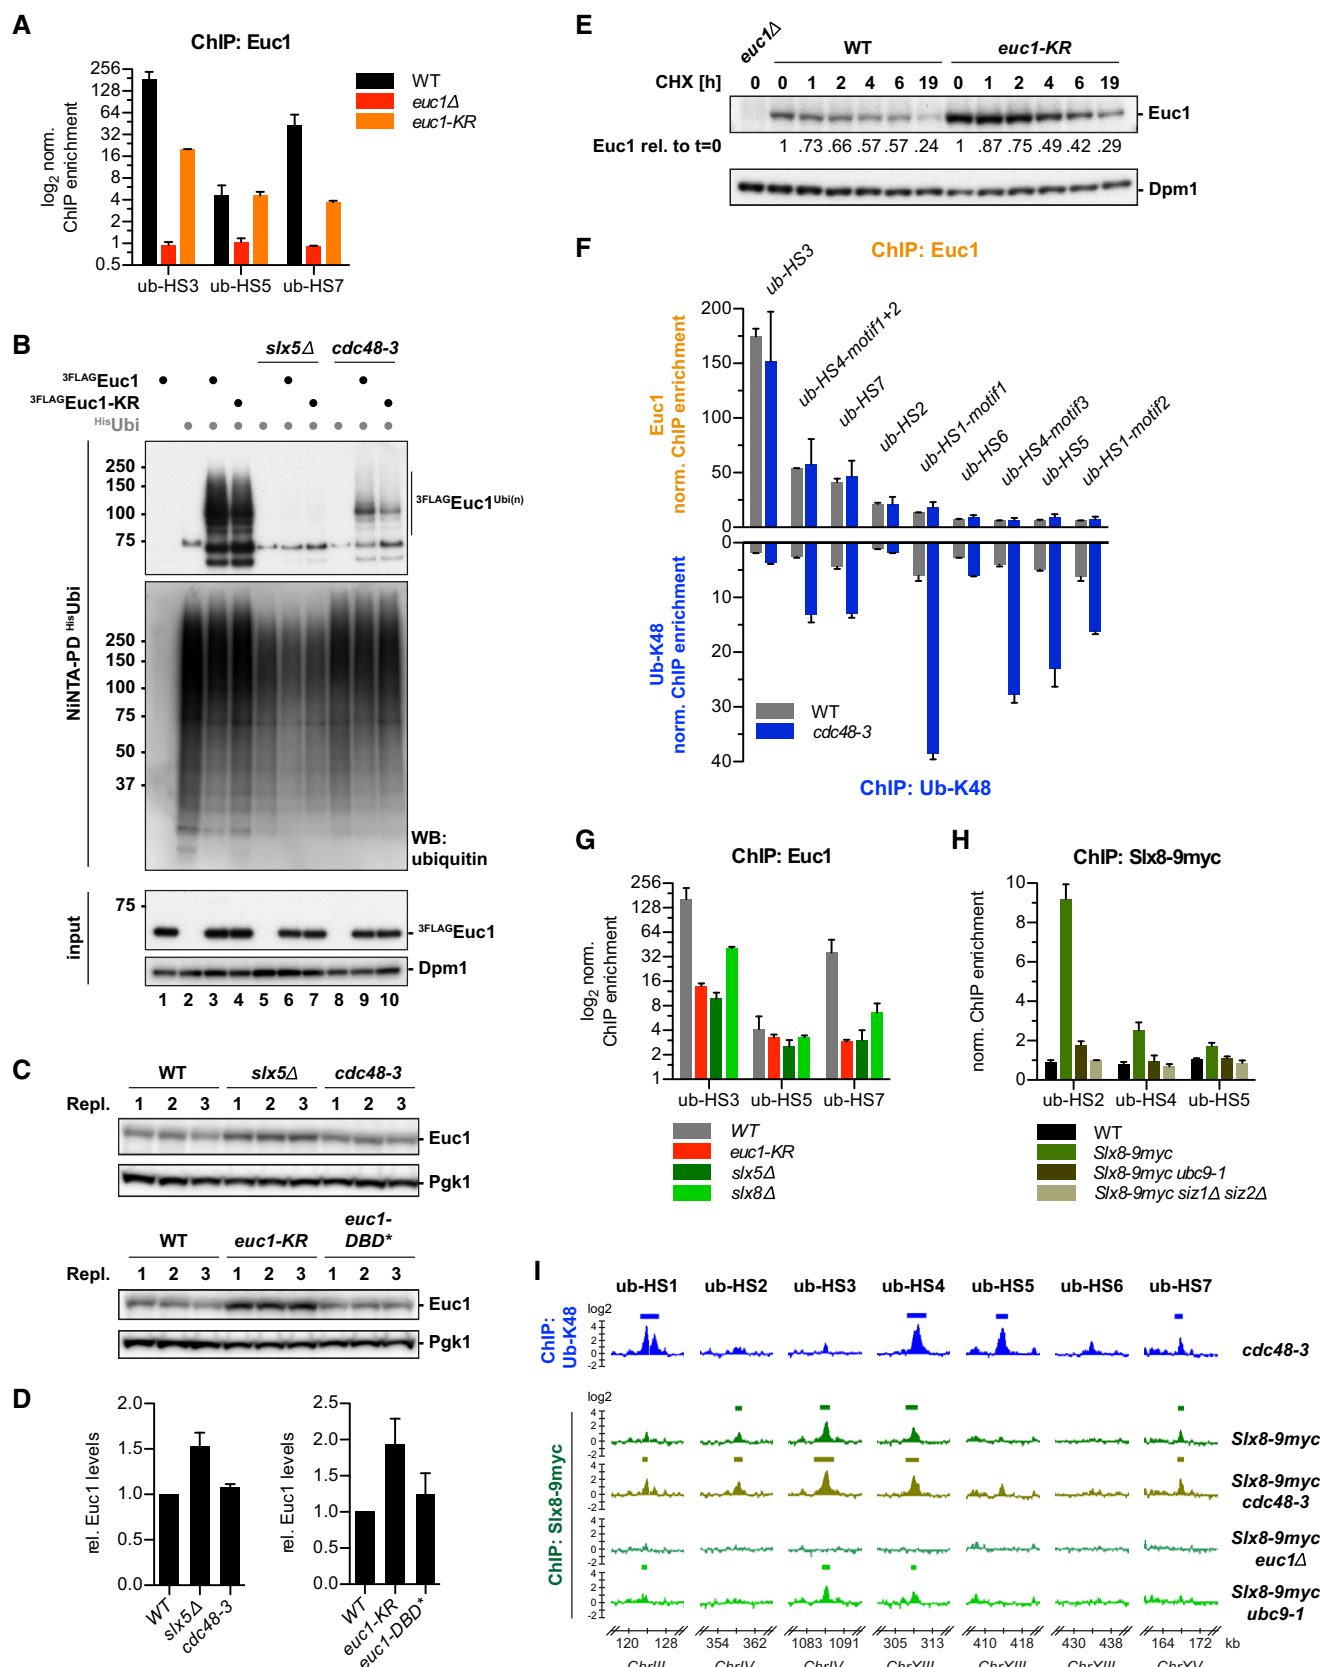

Figure EV2.

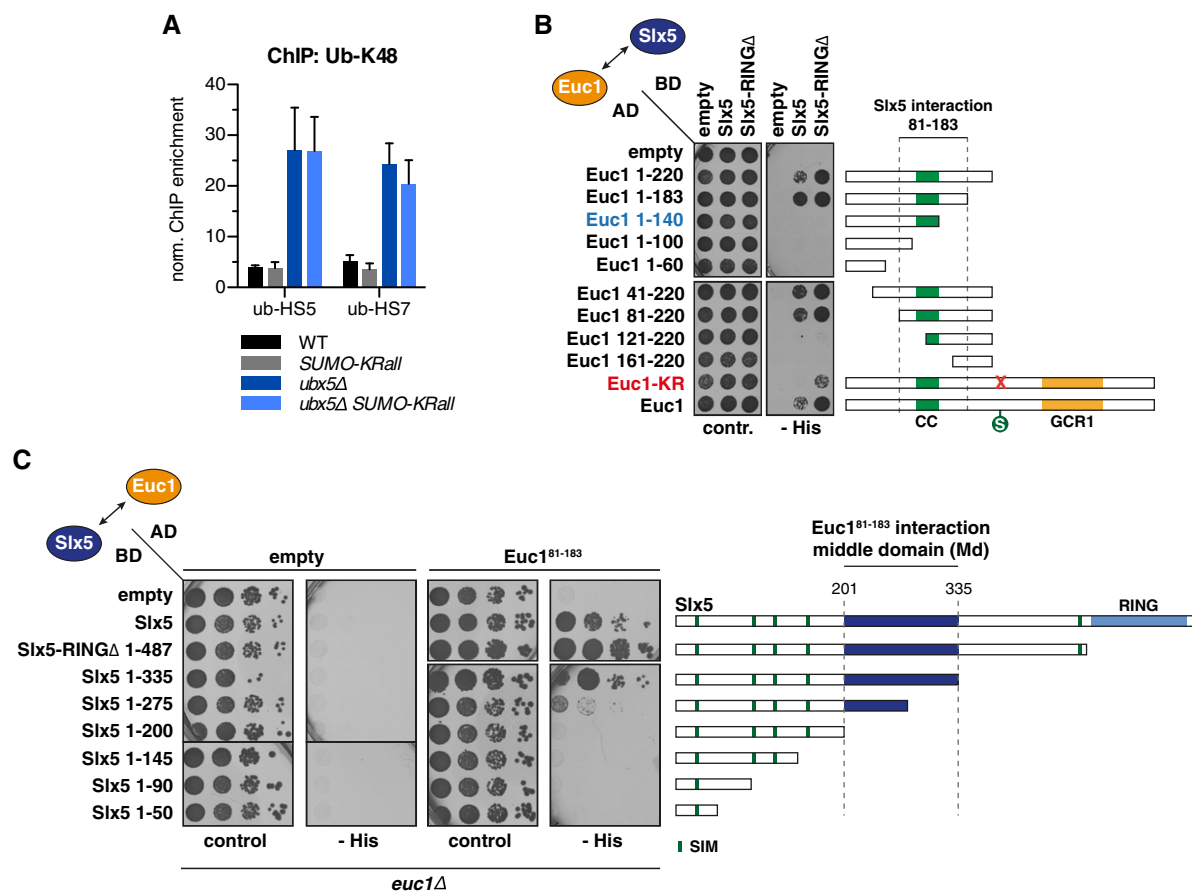

**Figure EV3.** Related to Fig 5. Euc1<sup>81-183</sup> interacts with the Slx5 middle domain (Slx5-Md, aa 201–335).<sup>†</sup>

A SUMO-chain formation is not required for ub-HS formation. ChIP against ub-K48 in strains expressing a SUMO variant with all lysines mutated to arginines (SUMO-KRall) as the only source of SUMO. Enriched DNA was analyzed by qPCR. Data represent means  $\pm$  SD ( $n = 3$ ).

B The region of Euc1 required for interaction with Slx5 maps to aa 81–183. Y2H assay to map the Slx5 interaction site on Euc1. Note that SUMOylation-deficient Euc1-KR still interacts with Slx5-RINGΔ, albeit weaker than wild-type Euc1 (bottom 2 rows). Cells were grown at 30°C for 2 days.

C The region of Slx5 required to interact with Euc1 maps to aa 201–335. C-terminal Gal4-BD-Slx5 truncation constructs were probed for interaction with Euc1<sup>81-183</sup> in Y2H. Note that the interaction gradually decreases when truncations between aa 201 and 487 were made. We defined aa 201–335 (middle domain, Slx5-Md) to be the minimal region required for robust interaction with Euc1 (Fig 5F); however, the region between aa 336 and 487 also contributes to the interaction (compare Slx5-RINGΔ and Slx5-Md in Fig 5D and G). Cells were grown at 30°C for 3 days.

<sup>†</sup>Correction added on 29 April 2019 after first online publication: Slx5-RING was corrected to Slx5-RINGΔ in panels B and C.

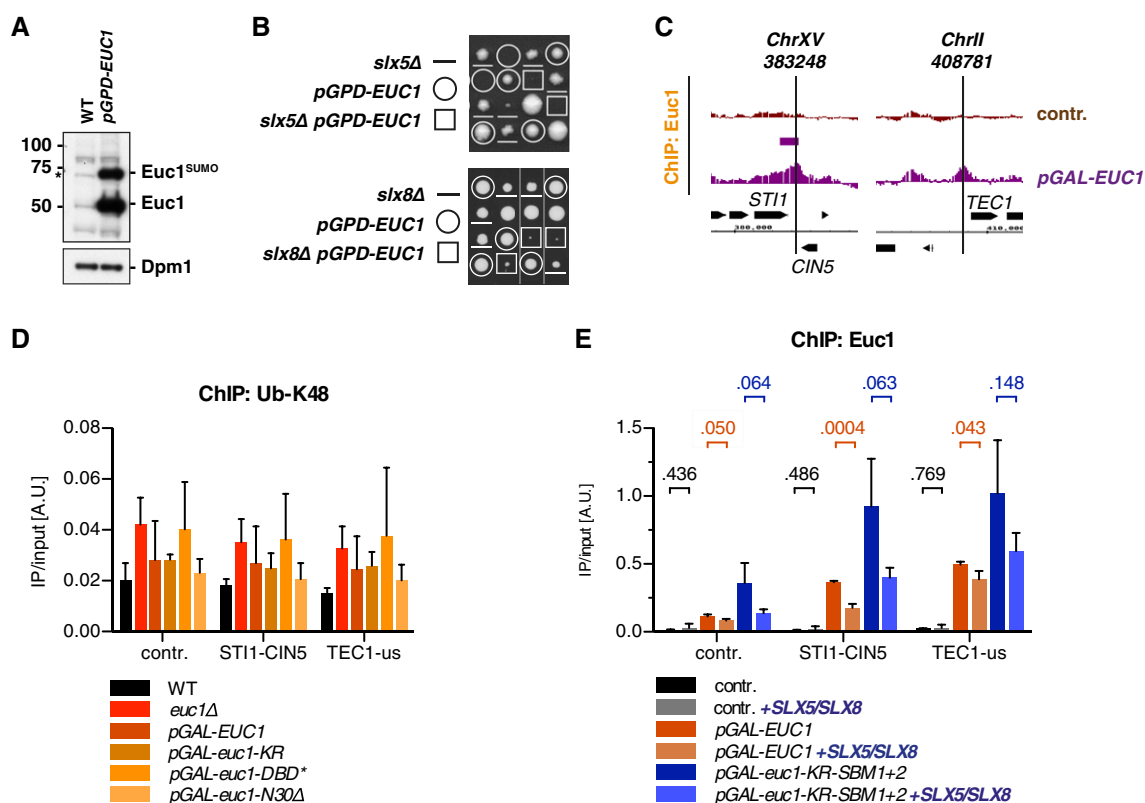

**Figure EV4. Related to Fig 7. Slx5/Slx8 alleviates EUC1 overexpression toxicity by curbing ectopic Euc1 localization.**

- A Western blot against Euc1 (and Dpm1 as loading control) to compare expression levels in WT and pGPD-EUC1 cells. Asterisk denotes a non-specific band.
- B EUC1 overexpression leads to strong phenotypes or lethality in *slx5Δ* and *slx8Δ* cells. Individual cells from tetrads (arranged in vertical columns) were grown on YPD plates at 30°C for 3 days.
- C ChIP-chip tracks from regions showing additional EUC1-binding signals upon EUC1-overexpression (pGAL-EUC1, 3 h induction). Data represent means from two independent replicates.
- D Ubiquitin (ub-K48) ChIP-qPCR for the same samples as shown in Fig 7E. Data represent means  $\pm$  SD ( $n = 3$ ). A.U.: arbitrary units.
- E Overexpression of SLX5/SLX8 leads to a reduction of aberrant Euc1 binding to non-ub-HS loci. ChIP-qPCR analysis of selected strains from Fig 7F as indicated, after 3-h galactose induction. Data represent means  $\pm$  SD ( $n = 3$ ). P-values from Student's *t*-tests for the indicated comparisons are shown.

How the deposited data were processed for this re-analysis (not part of the article)

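The data are TPM values, which the authors calculated with RSEM 1.3.0 after alignment with STAR 2.6.0a to the transcriptome of ENSEMBL R64-1-1 and deposited as a single table for 12 samples. The raw reads and the read counts were not used here, and the tests of the paper were run on counts with DESeq2. TPM values carry no information on depth, so the number of reads behind a value in a single sample is unknown. For single genes, the paper's mean normalised read counts give the order of magnitude. In the deletion experiment the mean count was 409.0 for SSF2. It was 44.0 for ATG34, at means of 5.20 and 4.50 TPM, and 29.1 for GPM2, at 3.93 and 3.61 TPM. The header of the table is shifted by 1 cell against the values, which the levels of EUC1 in the groups resolve: 9.56 to 15.96 TPM in WT, 0 to 0.09 TPM in euc1∆, 30.75 to 50.62 TPM in the control and 1941.7 to 2035.19 TPM with pGAL‐EUC1. The table has 6825 identifiers, of which 5903 match a locus tag of the R64 annotation and 922 do not. Among them are 6405 nuclear open reading frames, 30 mitochondrial genes, 285 tRNA genes and 80 snoRNA or snRNA genes. Coordinates are those of R64. All 25 features of Dataset EV4 that carry a locus tag have the same chromosome, start and end there.

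Each comparison was fitted by itself with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), for genes with a mean of at least 1 TPM over its 6 samples, with lmFit and eBayes with a trend in the prior variance. The standard errors are those of limma and the p‐values two‐sided. They were adjusted by Benjamini‐Hochberg over all genes of a comparison, and for the genes next to ub‐hotspots also over the list alone. An unadjusted p under 0.01 and an adjusted p under 0.1 were used as thresholds, as in the paper. Gene sets were tested with camera of limma at an inter‐gene correlation of 0.01, with adjustment over 8 sets. Means of sets and values of single genes were also compared by exact permutation, in which 3 samples against 3 allow 10 splits. Lists of genes were compared with 10000 random lists of genes of similar mean expression. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

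The alternatives were a pseudocount of 0.1 or 5, no filter or a mean of at least 10 TPM, rescaling by the median of ratios, nuclear open reading frames only, all 12 samples in a single fit, a prior variance without trend, the replicate number as a block, all features within 5 kb of a ub‐hotspot, an adjusted in place of an unadjusted p, an inter‐gene correlation estimated for each set, and fits without each sample in turn. A correction for GC content and gene length was added after the values had been seen. The pairing of samples was taken from the replicate numbers in their labels, and the authors' text does not state what a shared number stands for. The block was fitted as a fixed factor, which leaves fewer residual degrees of freedom to estimate the spread of a gene.

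The procedure was run on simulated data in which 200 genes with a mean of at least 5 TPM rose or fell by a log2 fold change of 1. The noise was independent between genes and samples, and its spread followed that of the samples, smoothed over expression. At an adjusted p under 0.1 it recovered 193 of the 200 genes in the deletion layout with 22 false calls (10.23% of the calls), and 198 in the overexpression layout with 18 false calls (8.33%). Smaller changes were not simulated, so these rates do not tell how many of the smaller changes reported here would be missed. In the deletion data, HSP12 had a log2 fold change of -1.10 and an adjusted p of 0.294 (limma). Genes are named in the text if Fig 7 labels them, if they flank a ub‐hotspot in Dataset EV7, if the paper discusses them in the text, if they serve a test described beside them, or if they are among the 5 largest rises or falls of a comparison with an adjusted p under 0.1 and no overlap between the groups. For each named gene with R64 coordinates, all windows of 75 bp, the length of the reads, were searched for in the rest of the genome. Overlaps with genes on the other strand were searched for among the genes of R64, so overlaps with the 922 identifiers without a match were not checked. Left out were the microarray of euc1‐KR cells, the ChIP data and the GO enrichment, which were not analysed here.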

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

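The test of YOR029W against CIN5 was chosen only after the values of both genes were seen. The genes here are not discussed in the paper. They belong to the 5 largest rises or 5 largest falls of a comparison that have an adjusted p under 0.1 in limma and no overlap between the 3 samples of either group, a separation that chance alone gives for 10% of genes. Most are listed at a few TPM, and no read numbers are given here for these genes. For genes listed at 0 in a whole group, differences are given on the log2(TPM + 1) scale and are no fold changes.

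Between euc1∆ and WT, PAU9 differed by 2.38 on the log2(TPM + 1) scale (SE 0.29, adjusted p = 0.0957, limma), with 0 TPM in 3 of 3 WT samples and 3.53 to 5.70 TPM in 3 of 3 euc1∆ samples. All its windows of 75 bp, 100% of 55, occur at another place in the genome. A change of PAU9 itself therefore cannot be told apart from a different assignment of reads that it shares with other places in the genome.

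YHR218W fell by 1.85 with pGAL‐EUC1 (SE 0.57, adjusted p = 0.0783, limma), from 6.63, 0.91 and 4.29 TPM to 0, 0.58 and 0.05 TPM. Of its 1837 windows, 100% occur elsewhere, so the same limit holds as for PAU9. Its neighbor YHR219W, 249 bp away, had a log2 fold change of -0.15 (SE 0.19, adjusted p = 0.62, limma). The 3 control samples also differ from each other by more than the 3 pGAL‐EUC1 samples.

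YLR466C-B was listed at 0 TPM in 3 of 3 control samples and at 2.24, 5.21 and 5.79 TPM with pGAL‐EUC1, a difference of 2.37 on the log2(TPM + 1) scale (SE 0.41, adjusted p = 0.019, limma). YDR048C rose by 1.20 (SE 0.26, adjusted p = 0.0322, limma), from 2.50, 1.91 and 3.62 TPM to 9.00, 8.30 and 5.08 TPM. Neither has coordinates in the R64 annotation used here, so reads shared with other genes were not tested for them, and no biological explanation was tested.

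YOR029W rose by 1.36 with pGAL‐EUC1 (SE 0.35, adjusted p = 0.0495, limma; unadjusted p 0.0208 with the replicate number as a block), from 0.55, 0.37 and 0.36 TPM to 2.11, 2.80 and 3.11 TPM. None of its 262 windows (0.0%) occurs elsewhere in the genome. It lies 180 bp from CIN5, and its change differs from that of CIN5 by 0.44 standard errors. CIN5 is on the minus strand and YOR029W on the plus strand, so CIN5 is transcribed away from YOR029W. At an SE of 0.35 for YOR029W, a similar change of both genes does not tell a joint regulation from CIN5 transcripts that start further upstream, within YOR029W.

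YJL052C-A was listed at 3.77, 2.54 and 2.44 TPM in the control and at 0 TPM in 3 of 3 pGAL‐EUC1 samples, a difference of -1.95 on the log2(TPM + 1) scale (SE 0.40, adjusted p = 0.0292, limma). With a pseudocount of 0.1 its unadjusted p was 0.0163. Of its 46 windows, 0.0% occur elsewhere. The gene next to it, TDH1, 268 bp away, fell by 0.25 (SE 0.065, adjusted p = 0.0499, limma), and PEP8, on the other side, changed by 0.032 (SE 0.064, adjusted p = 0.755, limma). A length of 120 bp leaves few positions for reads of 75 bp, and a bias of short genes was not tested for this gene by itself.

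YBR182C-A fell by 1.21 (SE 0.27, adjusted p = 0.0347, limma), from 4.98, 5.86 and 4.83 TPM to 2.04, 2.37 and 0.88 TPM. Sharing the spread over all 12 samples gave an unadjusted p of 0.0275. Of its 121 windows, 0.0% occur elsewhere. Its neighbors went the other way, with a log2 fold change of 0.37 for YPC1 (SE 0.061, adjusted p = 0.0165, limma) and 0.10 for SMP1 (SE 0.081, adjusted p = 0.424, limma).

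FRM2 fell by 0.95 (SE 0.13, adjusted p = 0.00884, limma), from 11.74, 13.16 and 15.91 TPM to 7.17, 6.74 and 5.72 TPM, lower in 3 of 3 samples. Of its 508 windows, 0.0% occur elsewhere. HBN1, 718 bp away, fell by 0.37 (SE 0.085, adjusted p = 0.0391, limma) and AGP1 by 0.14 (SE 0.041, adjusted p = 0.0643, limma). For FRM2, YBR182C-A and YJL052C-A, reads shared through identical windows of 75 bp are thus excluded. Reads that align elsewhere with mismatches were not tested. A bias of gene length or GC content was tested for all genes together and remains open for these, so none of these changes is put down to EUC1 overexpression.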

How the results depend on the processing

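The alternatives were chosen before the data were examined, except the correction for GC content and gene length, which was chosen after seeing the data. Apart from fits that left out a sample, 163 values of results of the comparisons stayed, 19 moved and 6 became weaker. Values stayed if they kept to the same side of their threshold or within their spread, and counts of genes if they came within 1.5 times the main count. A count that stayed can still change in direction. With pGAL‐EUC1 the 674 higher and 222 lower genes became 242 higher and 477 lower after the median‐of‐ratios rescaling, which is among the values that stayed. For single named genes, 463 values stayed, 16 became weaker, 7 stronger and 4 reversed.

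Between euc1∆ and WT, 120 genes had an unadjusted p under 0.01 and 2 an adjusted p under 0.1. The former count was 325 with all 12 samples in a single fit. The latter was 1 with a pseudocount of 0.1, 1 with a pseudocount of 5, 0 with a mean of at least 10 TPM (409 genes had an unadjusted p under 0.05), 4 after the median‐of‐ratios rescaling, 101 with all 12 samples in a single fit, 1 with the replicate number as a block and 8 after the correction for GC content and gene length. EUC1 itself drops out of the test under the filter of 10 TPM, so it has no value there. Across the 6 fits that each left out a sample, 81 to 206 genes had an unadjusted p under 0.01 and 1 to 3 an adjusted p under 0.1. The cause was not tested.

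Of the genes next to ub‐hotspots, 2 had an unadjusted p under 0.01 between euc1∆ and WT. This count was 1 without a filter and 1 with the replicate block. It was 0 for an adjusted p under 0.1 (3 genes had an unadjusted p under 0.05), and 1 to 3 with a sample left out. With pGAL‐EUC1 it was 3, against 6 among all features within 5 kb and 5 for an adjusted p under 0.1. It was 2 with a mean of at least 10 TPM, 2 with all 12 samples in a single fit, 2 with the replicate block, and 2 to 3 with a sample left out. The cause was not tested. Their median change kept within its spread of 0.074 between euc1∆ and WT and of 0.039 with pGAL‐EUC1 under all alternatives run, also without single samples. This spread is the SD of the medians taken from the samples of each single replicate number, which is a wide tolerance. Without WT replicate 1 the median fell from 0.189 to 0.119 and its percentile from 96.9 to 61.3, so staying within the spread does not show that the median is stable.

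With pGAL‐EUC1, 896 genes had an unadjusted p under 0.01 and 1294 an adjusted p under 0.1. The median‐of‐ratios rescaling gave 814 genes with an adjusted p under 0.1, and a single fit of all 12 samples gave 369 and 163 genes. With a sample left out, 485 to 797 genes had an unadjusted p under 0.01 and 263 to 1081 an adjusted p under 0.1. The cause was not tested. The rescaling shifted the median of all genes from 0.079 to 0.007, so that changes near 0 took the other sign.

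With the inter‐gene correlation estimated for each set, 6 sets kept their mean and passed the threshold of 0.05 no longer. These were the arginine (0.1345, adjusted p = 0.21, range over alternatives 0.000396 to 0.21, camera), branched‐chain amino acid (0.2506, 0.163, range 9.26e-11 to 0.163), cytoplasmic ribosomal (-0.0814, 0.134, range 4.23e-35 to 0.134), iron uptake (-0.2889, 0.134, range 1.26e-12 to 0.134), glycolysis (-0.1012, 0.261, range 7.2e-10 to 0.261) and lysine genes (0.2209, 0.163, range 0.000124 to 0.163). The cause was not tested. The mitochondrial ribosomal genes stayed past it, with an adjusted p of up to 0.00694. The genetic interactors of EUC1 (mean 0.009 between euc1∆ and WT) reversed to -0.0404 without WT replicate 1 and -0.0271 without euc1∆ replicate 1, and ranged up to 0.0428 (the cause was not tested).

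Across genes, the correlation of both experiments was 0.039. It was -0.002 with a pseudocount of 0.1, 0.072 with a pseudocount of 5 and 0.122 with a mean of at least 10 TPM. With a sample left out it was 0.008 to 0.074. Taken from the samples of a single replicate number, it was -0.063, -0.035 and -0.024. The cause was not tested.

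Under the median‐of‐ratios rescaling, 4 small changes with pGAL‐EUC1 reversed, to -0.071 for PSA1, -0.003 for SSF2, -0.013 for TFB1 and -0.012 for RCO1. With a sample left out, ATG34 (-0.395 to 0.016) and ATG19 (-0.049 to 0.039, with 0.002 without euc1∆ replicate 3) reversed between euc1∆ and WT, and PSA1 (-0.019 to 0.029, with -0.002 without control replicate 2) and SDD2 (-0.064 to 0.024) with pGAL‐EUC1. The cause was not tested. In these fits, 31 other values of single genes became weaker and 5 stronger.

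With the replicate number as a block, genes that passed an unadjusted p of 0.01 no longer include RCO1, ALD5 and ILV5 between euc1∆ and WT, and PEX9, URA4 and YOR029W with pGAL‐EUC1. Same‐numbered samples deviated together by a mean correlation of 0.008 in the deletion and 0.026 in the overexpression experiment. The block leaves fewer residual degrees of freedom to estimate the spread of a gene. At such low correlations, the loss of these calls alone is thus no evidence of a variation shared by same‐numbered samples. How much of the loss comes from the degrees of freedom was not tested. Read numbers were not used to judge genes with low TPM, such as PEX9 and the genes listed at 0 in a group. With a pseudocount of 0.1 or 5 in place of 1, the adjusted p of PAU9 was no longer under 0.1. The same held with the replicate block and in the fits that each left out a sample.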

Differences from the paper's values

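The paper's tables of fold changes were readable here for 1999 rows per comparison, of which 1845 genes of the deletion and 1870 of the overexpression were also tested here. Errors of the paper's fold changes are standard errors of DESeq2's estimates (SEM, not SD). Across the shared genes, log2 fold changes correlated at 0.534 (Spearman 0.842) for the deletion and 0.560 (0.861) for the overexpression, and all 51 and 199 genes that the paper's tables have at an unadjusted p under 0.01 changed in the same direction here.

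Between euc1∆ and WT, 51 of these genes have an unadjusted p under 0.01 in the paper's table and 33 here, with 17 genes shared. Of the alternatives set before the data were examined, those that come within 1.5 times the paper's count are a pseudocount of 5 (35), no filter (37), the median‐of‐ratios rescaling (42), and the fits without WT replicate 1 (36), WT replicate 3 (62) or euc1∆ replicate 1 (51). The others do not, among them a single fit of all 12 samples with 91. The paper's table has 18 genes with an adjusted p under 0.1, against 0 here, where 133 genes have an unadjusted p under 0.05. Only the single fit of all 12 samples (24) closes this gap.

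With pGAL‐EUC1, 222 of the genes have an adjusted p under 0.1 in the paper's table and 409 here, with 144 shared. The gap closes under the median‐of‐ratios rescaling (234), a prior variance without trend (301), and without control replicate 1 (274), 2 (174) or 3 (271) and without pGAL‐EUC1 replicate 2 (324) or 3 (162). It does not under the other alternatives set before the data were examined.

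For ATG19 between euc1∆ and WT, the paper's log2 fold change is 0.002 (SE 0.131) and the value here -0.013, so the signs differ. Without WT replicate 2 (0.039) or euc1∆ replicate 3 (0.002) they do not. No other alternative set before the data were examined closes the gap. With pGAL‐EUC1, the paper's value for ATG19 is 0.079 (SE 0.066), against 0.154 here. A pseudocount of 5 (0.145), the median‐of‐ratios rescaling (0.080), and the fits without control replicate 1 (0.144), control replicate 3 (0.128) or pGAL‐EUC1 replicate 1 (0.130) close this gap, and the others do not.

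For 5 further genes with pGAL‐EUC1, the paper's log2 fold changes lie below those found here. The paper's value is -0.007 (SE 0.070) for SSF2 against 0.070, -0.790 (SE 0.036) for MRH1 against -0.716, -0.074 (SE 0.035) for PSA1 against 0.003, -0.021 (SE 0.084) for TFB1 against 0.059, and -0.958 (SE 0.040) for PMA1 against -0.883. The median‐of‐ratios rescaling closes the gap for all 5, with -0.003, -0.791, -0.071, -0.013 and -0.957. For PMA1 the fits without control replicate 2 (-0.919) or pGAL‐EUC1 replicate 1 (-0.895) also close it. No other alternative set before the data were examined closes these gaps.

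The paper counts more genes at an unadjusted p under 0.01 between euc1∆ and WT than the 120 found here. Its count is reached after the median‐of‐ratios rescaling (152), with all 12 samples in a single fit (325), and without WT replicate 3 (206) or euc1∆ replicate 1 (176). The paper has CIT2 among the ub‐hotspot adjacent genes that changed upon overexpression, whereas its unadjusted p was 0.103 here. The median‐of‐ratios rescaling gave 0.00456 for CIT2, while PEX9 had 0.0131 there. Fig 7A labels PFK1 among the changed genes, with an unadjusted p of 0.0201 here. It was 0.00885 after the median‐of‐ratios rescaling, 0.00553 with all 12 samples in a single fit and 0.00628 without WT replicate 3. All p‐values found here are from limma.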

Other observations

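The test of URA3 against the number of integrated plasmids, the comparison of gene counts between splits of the samples and the tests of each gene set in the other experiment were chosen only after the results were seen.

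Splits of the 6 samples of an experiment were compared with the real grouping. Only 4 of the 10 splits part all 3 same‐numbered pairs, the real one included, and the other 6 part 1 pair each. Of these 4, 2 gave as many genes with an unadjusted p under 0.01 as euc1∆ against WT, and 2 gave as many with an adjusted p under 0.1. For the adjacent genes with an unadjusted p under 0.01 and for their median change, 1 of 4 did, the real split itself, in the deletion as in the overexpression experiment. The same number, 1 of 4, holds for the arginine and branched‐chain amino acid sets in the deletion, for both gene counts with pGAL‐EUC1, and for the cytoplasmic ribosomal, mitochondrial ribosomal, iron uptake, glycolysis and lysine sets with pGAL‐EUC1. For gene sets, the splits were compared by the p of camera and not by the mean change. Among all 10 splits, 2 gave a camera p as small for the cytoplasmic ribosomal and 3 for the glycolysis genes. With 4 or 10 splits, the rank alone cannot tell any of these results apart from a grouping by chance. For the gene counts with pGAL‐EUC1, the sizes argue against it. The real grouping gave 896 genes with an unadjusted p under 0.01 and 1294 with an adjusted p under 0.1. The other splits that part all same‐numbered pairs gave 18 to 28 and 0 to 1 genes. Those that part 1 pair gave 23 to 58 and 0 to 2 genes.

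The split of the deletion experiment that sets WT replicate 1 and euc1∆ replicates 2 and 3 against the other 3 samples gave 251 genes with an unadjusted p under 0.01, more than the 120 between the genotypes, and 0 genes with an adjusted p under 0.1. GC content or gene length does not account for all of it, since this split gave 1.496 times as many genes as the genotypes after the correction for both. The median‐of‐ratios rescaling left 1.079 times as many (164 against 152), so the scale of the TPM values may account for most of the excess. The cytoplasmic ribosomal protein genes ranked lower in those other 3 samples relative to all genes, with a mean difference of -0.037 (unadjusted p = 6.621e-18, camera, limma). A difference in growth state between cultures may thus add to the spread within each genotype. Whether the cultures were grown on separate days is not known here.

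MED11 fell between WT and euc1∆. A different number of integrated MED11 plasmids was tested with their marker URA3, whose log2 fold change of 0.060 goes against it. A spread of the effect along the chromosome was tested on the genes to both sides, HFD1 (YMR110C) and FOL3 (YMR113W), of which HFD1 had the smaller adjusted p, 0.733 (limma). Both had changes in the other direction than MED11, 0.18 (SE 0.100) and 0.13 (SE 0.098). Since MED11 itself had an adjusted p above 0.1, this test is weak evidence against a spread. MED11 was also lower with pGAL‐EUC1 than in the control, where both strains lack the genomic EUC1 gene, with -0.24 (SE 0.082, adjusted p = 0.0998, limma), lower in 3 of 3 samples. An effect of the EUC1 deletion on the end of the resident MED11 gene, which faces EUC1, was not tested, since TPM values do not part the 2 copies.

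URA3 was lower with pGAL‐EUC1, at 233 ± 11.3 TPM against 353 ± 12.5 TPM in the control (SD, n = 3 each; -0.60, SE 0.048, adjusted p = 0.00107, limma). A lower activity of the whole pyrimidine pathway was tested with URA1, URA4 and URA10. Of these, 0 were lower with an adjusted p under 0.1, and all 3 were higher, by 0.19 (SE 0.040, adjusted p = 0.0331, limma), 0.18 (SE 0.050, adjusted p = 0.0611, limma) and 0.18 (SE 0.10, adjusted p = 0.253, limma). The control had 1.52 times the URA3 level of pGAL‐EUC1, which cannot be told apart from a different number of integrated plasmids, nor from an effect of the transcribed gene beside the marker. HIS3 and TRP1 were listed at 0 in all 6 samples of the deletion experiment.

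The 7 galactose‐regulated genes GAL1, GAL2, GAL3, GAL7, GAL10, GAL80 and GCY1 ranked lower with pGAL‐EUC1 relative to all genes, with a mean log2 fold change of -0.048 (unadjusted p = 0.008399, camera, limma), 3 of them higher. GAL3 fell by 0.16 (SE 0.036, adjusted p = 0.0363, limma) and GAL2 by 0.14 (SE 0.037, adjusted p = 0.0515, limma). GCY1 fell by 0.145 (SE 0.053, adjusted p = 0.114, limma). Its unadjusted p in limma was 0.0257, and 0.00634 with the replicate block. GAL1 (0.024, SE 0.043), GAL7 (-0.000, SE 0.057), GAL10 (0.070, SE 0.048) and GAL80 (0.016, SE 0.036) stayed near 0, while the median of all genes rose by 0.079. Relative to that median the set may thus be lowered by a competition of the additional galactose‐inducible promoter for activators, but TPM values do not tell such a small fall from a shift in scale.

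HSP12 changed in opposite directions in the 2 experiments. Across 6183 genes without EUC1 and HSP12, the log2 fold changes of both experiments correlate at 0.040. Taken from the samples of a single replicate number, the correlation across all shared genes was -0.063, -0.035 and -0.024. These values are small and differ in sign. A strong general tendency to opposite changes is thus not seen, and a weak one cannot be excluded. Of 4 marker genes tested in both, URA3, LEU2, LYS2 and ADE2, 0 had an adjusted p under 0.1 in both, and 0 had an unadjusted p under 0.05 in both. Since only EUC1 and PAU9 had an adjusted p under 0.1 in the deletion, this test says little about a shared marker difference. In single experiments, LEU2 differed in the deletion (0.21, SE 0.075, unadjusted p = 0.0244, limma) and URA3, LYS2, HIS3 and TRP1 with pGAL‐EUC1, the latter 3 by 0.21 (SE 0.054), 0.27 (SE 0.063) and 0.24 (SE 0.044). Other technical explanations were not tested for HSP12, such as a difference in growth state between cultures. An unadjusted p under 0.01 in both experiments was found for 12 genes besides EUC1, with 17.0 expected by chance, 8 in the same and 4 in opposite directions, the latter MET6, HSP12, LSO2 and GND1.

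The 18 genes that overlap the 6 Euc1‐bound regions of Dataset EV5 outside the ub‐hotspots were tested for larger changes than other genes. Their median absolute log2 fold change lay at percentile 44.4 of 10000 random lists in the deletion and 15.2 in the overexpression experiment, which goes against it. Between euc1∆ and WT, 0 had an unadjusted p under 0.01 and 1 an unadjusted p under 0.05. With pGAL‐EUC1, 2 did, MAE1 and RPP1, the latter with 0.41 (SE 0.050, adjusted p = 0.00549, limma), and 5 had an unadjusted p under 0.05. CIN5 rose with pGAL‐EUC1, and STI1, which flanks the same bound region, rose by 0.197 (SE 0.054, adjusted p = 0.0581, limma), in 3 of 3 samples. The 2 genes point towards each other, so the region between them lies at the 3′ ends of both, and an activation of both genes from there cannot be told apart from indirect effects. The median of all genes also rose, by 0.079, so that part of the change of STI1 may come from scaling.

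GC content and gene length were tested as a source of the gene counts. With pGAL‐EUC1, 857 of the 896 genes (95.6%) have values for both, and 58.1% of them, 498, passed after the correction, so a bias may account for part of the others. The median‐of‐ratios rescaling alone kept 464 of the 896. Between euc1∆ and WT the test is void, since 95 of the 120 genes (79.2%) have such values, under the 80% set for it. Of these 95 genes, 67.4% passed after the correction, and log2 fold changes correlate with the log of gene length at 0.337 and with GC content at 0.038. After the correction, 70 genes were higher and 71 lower, against 30 and 90 of all genes tested before it. A bias of gene length thus cannot be excluded there and may account for part of the excess of falls. No chromosome stood out. The largest difference of a chromosome's median log2 fold change from that of the others was 0.037 for chromosome I in the deletion and -0.013 for chromosome V in the overexpression experiment, against a gain or loss of a chromosome.

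The genetic interactors of EUC1 in Dataset EV9 had a mean log2 fold change of 0.009 between euc1∆ and WT (adjusted p = 0.353, camera, limma; 0.357 with the replicate block), 48 higher and 36 lower of 84. Of the 4 splits, 2 gave a camera p as small. The other sets were also tested in the other experiment, with adjustment over 16 tests. In the deletion, the mitochondrial ribosomal genes had a mean of -0.12 (adjusted p = 6.03e-06, camera), with 46 of 54 lower, and -0.050 after the correction for GC content and length. The lysine genes had 0.13 (adjusted p = 0.0163, camera), 8 of 8 higher, and the glycolysis genes 0.071 (adjusted p = 0.00421, camera), 12 of 17 higher, but 0.033 (unadjusted p = 0.115, camera) after that correction. The cytoplasmic ribosomal genes had -0.024 (adjusted p = 0.352, camera), which turned to 0.038 after that correction, and the iron uptake genes -0.13 (adjusted p = 0.619, camera). With pGAL‐EUC1, the arginine genes had 0.18 (adjusted p = 0.0221, camera), 11 of 12 higher, and the branched‐chain amino acid genes 0.11 (adjusted p = 0.0852, camera), 10 of 11 higher, but 0.033 (unadjusted p = 0.254, camera) after the median‐of‐ratios rescaling. Whether a set differs between the experiments was not tested.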
